# Chronic cocaine-regulated epigenomic changes in mouse nucleus accumbens

**DOI:** 10.1186/gb-2014-15-4-r65

**Published:** 2014-04-22

**Authors:** Jian Feng, Matthew Wilkinson, Xiaochuan Liu, Immanuel Purushothaman, Deveroux Ferguson, Vincent Vialou, Ian Maze, Ningyi Shao, Pamela Kennedy, JaWook Koo, Caroline Dias, Benjamin Laitman, Victoria Stockman, Quincey LaPlant, Michael E Cahill, Eric J Nestler, Li Shen

## Abstract

**Background:**

Increasing evidence supports a role for altered gene expression in mediating the lasting effects of cocaine on the brain, and recent work has demonstrated the involvement of chromatin modifications in these alterations. However, all such studies to date have been restricted by their reliance on microarray technologies that have intrinsic limitations.

**Results:**

We use next generation sequencing methods, RNA-seq and ChIP-seq for RNA polymerase II and several histone methylation marks, to obtain a more complete view of cocaine-induced changes in gene expression and associated adaptations in numerous modes of chromatin regulation in the mouse nucleus accumbens, a key brain reward region. We demonstrate an unexpectedly large number of pre-mRNA splicing alterations in response to repeated cocaine treatment. In addition, we identify combinations of chromatin changes, or signatures, that correlate with cocaine-dependent regulation of gene expression, including those involving pre-mRNA alternative splicing. Through bioinformatic prediction and biological validation, we identify one particular splicing factor, A2BP1(Rbfox1/Fox-1), which is enriched at genes that display certain chromatin signatures and contributes to drug-induced behavioral abnormalities. Together, this delineation of the cocaine-induced epigenome in the nucleus accumbens reveals several novel modes of regulation by which cocaine alters the brain.

**Conclusions:**

We establish combinatorial chromatin and transcriptional profiles in mouse nucleus accumbens after repeated cocaine treatment. These results serve as an important resource for the field and provide a template for the analysis of other systems to reveal new transcriptional and epigenetic mechanisms of neuronal regulation.

## Background

Alterations in gene expression contribute importantly to the long-lasting changes that drugs of abuse induce in the brain’s reward circuitry [1]. Numerous studies to date have utilized gene expression microarrays to obtain an unbiased view of such alterations, and several transcription factors have been implicated in mediating some of these effects. Moreover, several target genes discovered with these approaches have been directly implicated in the complex cellular and behavioral plasticity induced in this reward circuitry associated with drug addiction. However, relatively little information is yet available concerning the detailed molecular steps through which such alterations in gene expression are induced, and available information is limited by the reliance to date on microarray technology.

Recently, epigenetic regulation, such as multiple histone modifications and DNA methylation, has emerged as a key mechanism of addiction-related phenomena [2-6]. Drugs of abuse such as cocaine have been shown to alter the expression levels of several histone- and DNA-modifying enzymes within key brain reward regions, such as the nucleus accumbens (NAc) [7-10]. Importantly, these enzyme changes, which include altered levels of certain histone deacetylases and histone lysine methyltransferases, are associated with cocaine-induced changes in histone acetylation or lysine methylation at many specific candidate genes, which are already known to be involved in cocaine action [9,11]. Recently, cross-talk has been demonstrated between regulation of histone acetylation and lysine methylation in NAc [12]. While many gene-specific histone changes are in a direction commensurate with the altered enzyme expression levels, a large subset of observed changes are in the opposite direction, which further underscores the complexity of chromatin regulation *in vivo*.

To extend these candidate gene studies, we recently mapped cocaine-induced changes in the genome-wide binding of pan-acetylated H3, pan-acetylated H4, and dimethylated H3 (at both K9 and K27) in NAc by use of ChIP-chip assays (chromatin immunoprecipitation followed by promoter microarrays) [13]. This study identified hundreds of novel gene targets of cocaine, but was inherently limited in several important ways. First, ChIP-chip by design restricts analysis to proximal promoter regions of genes only, even though we know that much chromatin regulation occurs in other genic, as well as intergenic, regions. Second, recent evidence indicates that net levels of gene transcription result from the complex interplay of large numbers of chromatin modifications, which act in concert in ways that remain incompletely understood [14,15]. Third, genome-wide characterizations of gene expression in brain have to date relied mainly on microarrays, as opposed to RNA-seq, which provides unprecedented advantages such as more precise measurement of levels of transcripts and their splicing isoforms [16]. Finally, recent evidence from *in vitro* non-nervous tissues has suggested that alternative splicing is regulated by chromatin modifications at specific genes [17]. As alternative splicing is a process by which pre-mRNAs are differentially spliced, and lead to the expression of several mRNAs from a single gene, it provides an essential mechanism that expands and diversifies the proteome [18]. However, little is known about the contribution of alternative splicing to cocaine action or how it is influenced by epigenetic regulation in brain.

To address these limitations, we carried out a more comprehensive analysis of the cocaine-induced transcriptome and epigenome in the mouse NAc. We used ChIP-seq (ChIP followed by next-generation sequencing), which offers several advantages over ChIP-chip [19], to characterize numerous chromatin modifications within this brain region in response to repeated cocaine administration. We focused on several transactivation marks (H3K4me1, H3K4me3, and H3K36me3) and repression marks (H3K9me2, H3K9me3, and H3K27me3). These histone modifications were selected to cover enhancer (H3K4me1), promoter (H3K4me3, H3K27me3), gene body (H3K36me3), and intergenic (H3K9me2, H3K9me3) regions [20,21]. We also analyzed binding of RNA polymerase II (RNA pol II). These ChIP-seq data were then overlaid onto RNA-seq data to capture cocaine-induced changes in gene expression, including those resulting from regulation of pre-mRNA alternative splicing.

Our findings identify many chromatin signatures - unique combinations of histone modifications that predict cocaine regulation of gene expression, a large portion of which is mediated by previously uncharacterized changes in alternative splicing. The robustness of this epigenomic analysis is further demonstrated by its ability to predict the involvement of a novel splicing factor, termed A2BP1 (also known as RBFOX1 or FOX-1), in cocaine action.

## Results

### Cocaine-regulated transcriptomic changes in mouse nucleus accumbens

To characterize the transcriptome of mouse NAc, we used RNA-seq to measure the expression levels of all polyA containing transcripts in NAc of mice treated chronically with cocaine or saline (control); we used a standard treatment regimen of daily 20 mg/kg intraperitoneal doses of cocaine for 7 days with animals analyzed 24 h after the last dose, a procedure known to induce numerous, highly validated molecular and cellular adaptations to the drug [9]. This procedure is also behaviorally relevant, as it induced locomotor sensitization, an extensively validated form of behavioral plasticity to repeated cocaine administration (Additional file 1). 

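RNA of the NAc, the ventral part of the striatum that receives dopamine input and takes part in reward, was sequenced from 3 pools of mice given 7 injections of cocaine at 20 mg/kg and from 3 pools given 7 injections of saline, all taken 24 h after the last injection. The paper gives 5 animals per pool, while the sample labels give 3 to 5. The submitters' processing notes name CASAVA, TopHat, Cufflinks and Cuffdiff and the mm9 (NCBIM37) build, without versions. The file analysed here is the set of gene models used in that processing, with 624665 exons of 87740 transcripts at 35406 loci. It gives each transcript's exons and locus and, for coding transcripts, a protein identifier. Transcripts with more than 1 exon are placed in groups that share a transcriptional start site (TSS groups), and the 11985 transcripts with a single exon carry no such group. The biotype is given for all but 391 transcripts, which are marked as Cufflinks in its place. Every transcript carries the code for an exact match to the reference, so no assembled transcript outside the reference is among them. The file holds no expression value of any pool, and the read depth behind each pool cannot be read from it. Numbers of genes, transcripts, TSS groups and exons, and all coordinates, were therefore computed from the gene models. Expression values are the paper's, from its tables of mean RPKM and coefficient of variation (CV) in each group and of Cuffdiff results. The SD of a group was taken as its CV times its mean, since the listed values can only be SD over mean although the caption gives the inverse, and the standard error of a log2 ratio of means was propagated from the CVs and the 3 pools of each group. Without values per pool no exact or permutation test could be made, and no other test was used with 3 pools, so no p-value was computed for a gene.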

To account for inter-animal variations, we obtained three biological replicates for each treatment group, with each replicate representing NAc pooled from five animals. Samples were sequenced by an Illumina HiSeq2000 machine. We obtained 93 to 97 million short reads of 100 bp from each replicate. Of these, 65 to 67% were successfully aligned to a reference gene database (Ensembl: Mus musculus, NCBIM37.62) by TopHat [22]. The quality of the data were assessed by the RNA-SeQC package [23], which revealed that approximately 95% and 81% of the mapped reads are intragenic and exonic, respectively, and that the sequencing data are not overrepresented by mitochondrial reads (Additional file 2). Overall, our aligned short reads represent 21,892,637,222 and 21,717,236,397 transcribed nucleotides for the mouse NAc transcriptome under cocaine and saline treatment, respectively. These data are sufficient to provide on average of approximately 183× coverage for mouse exomes under both conditions.

We used the Cufflinks package [24] to perform differential analysis for changes in gene expression. For our initial analysis, we used stringent false discovery rate (FDR) cutoffs of <10%, fold change >1.25, and Reads Per Kilobase transcript per Million reads (RPKM) >1, and identified 92 genes (61 increased, 31 decreased; Additional file 3) that are differentially expressed in NAc after repeated cocaine administration (see Materials and methods). 

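Listed markers of excitatory neurons of the cortex that were in the paper's table had higher mean RPKM after repeated cocaine. Of the listed genes, 4 of 5 of red blood cells and 3 of 12 of the choroid plexus were in it, with lower means. These lower means turn or may turn without 1 pool. Of 19 listed markers of cortical excitatory neurons, 15 were in the paper's table of means, all 15 with a higher mean, at log2 ratios from 0.38 to 0.87 (median 0.69). Slc17a7, the vesicular glutamate transporter of most cortical neurons, had 38.2 ± 14.0 RPKM after cocaine and 22.7 ± 12.0 after saline (SD, n = 3 pools each), a log2 ratio of 0.75 with a standard error of 0.53. Tbr1, a transcription factor of deep cortical layers, had means of 3.45 and 2.09 RPKM, with a log2 ratio of 0.72 and a standard error of 0.55. The 4 haemoglobin genes in the table had lower means, with a median log2 ratio of -0.40. None of the 15 cortical markers and none of the 4 haemoglobin genes differed by over 2 standard errors. By the means and CVs, 14 of the 15 cortical markers keep their direction whichever pool is left out, but their ratios can shrink. Without the largest cocaine pool the cocaine mean of Cck falls from 23.2 to between 17.0 and 20.1 RPKM, against 15.5 after saline. That of Ctgf falls less, from 6.06 to between 5.17 and 5.62 RPKM, against 3.64 after saline. The directions of the 4 haemoglobin genes and of Kl may turn without 1 pool. Those of the choroid plexus genes Ttr and 1500015O10Rik turn without the largest saline pool, to log2 ratios of at least 3.34 and 0.68. The sizes of these ratios lean on the largest cocaine pool. Without it the cocaine mean of Ttr falls from 34.5 to between 10.4 and 11.3 RPKM. That of 1500015O10Rik falls from 0.730 to between 0.417 and 0.574 RPKM. Prkcd, a protein kinase C isoform, had 3.10 ± 0.111 RPKM after cocaine and 4.53 ± 1.12 after saline, and its log2 ratio was -0.55 with a standard error of 0.21. Htr4, a serotonin receptor, had 1.60 ± 0.509 and 2.16 ± 0.394 RPKM. Mtbp and Abi3bp had log2 ratios of 0.69 (standard error 0.36) and 0.44 (standard error 0.24). Among genes with a mean under 1 RPKM, which the rule for named genes leaves out and which were looked up after their values were seen, Ttc16 (log2 ratio -1.83, standard error 0.60) and D930014E17Rik (1.72, standard error 0.85) differed more. None of 10 listed markers of medium spiny neurons, the main neurons of the NAc, and none of 9 listed immediate early genes was in the table as analysed here. Nr4a2, an immediate early gene that was listed with the cortical markers, was in it, with 2.52 ± 0.522 RPKM after cocaine and 1.67 ± 0.881 after saline. In the gene models Slc17a7 lies on chromosome 7 of mm9 from 52419291 to 52431508 and has a single transcript of 12 exons, while Prkcd, on chromosome 14 from 31408542 to 31439396, has 11 transcripts in 6 TSS groups.

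**Figure D1:**
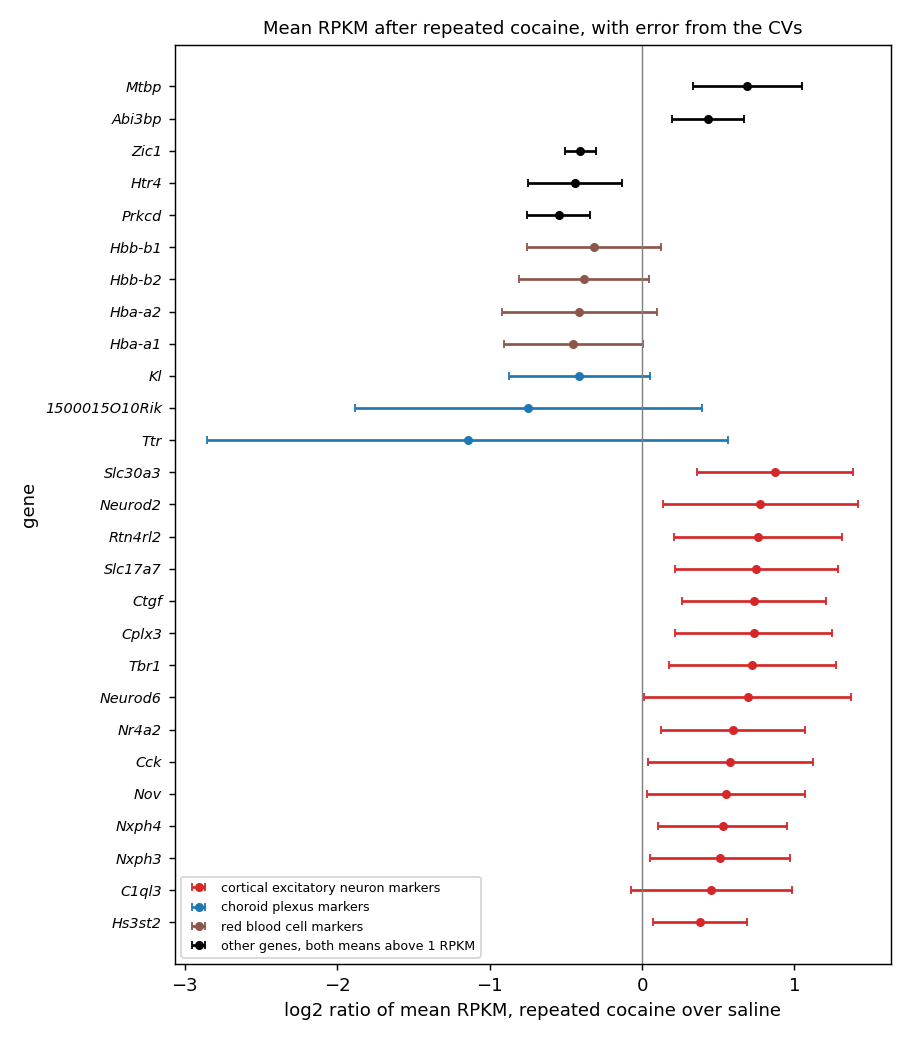
Log2 ratio of mean RPKM, repeated cocaine over saline, for the listed markers in the paper's table and for Mtbp, Abi3bp, Zic1, Htr4 and Prkcd, which among genes with both means above 1 RPKM had the largest log2 ratios in either direction of the genes outside the lists whose means differed beyond the SD; points are ratios of the means of 3 pools each and bars are 1 standard error propagated from the CVs. All 15 cortical markers lie above 0, at 0.38 or more, and all haemoglobin and choroid plexus genes lie below 0.

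The table as analysed here holds 91 genes, against the paper's 92, of which 59 had a higher and 32 a lower mean after cocaine. A ratio of means above 1.25 in either direction was found for 49 genes, and 34 of them had both means above 1 RPKM. The means of 29 genes differed by more than the larger SD, and those of 13 by over 2 standard errors. Of these 13, only Prkcd and Zic1 also had a ratio of means above 1.25 in either direction and both means above 1 RPKM. The others had a smaller ratio, such as Dis3l2 at 1.03, or a mean under 1 RPKM, such as Igsf1. Genes with a ratio above 1.25 had a median of 2 transcripts in the gene models, and the other 42 genes a median of 6. The marker lists were written after the table had been read.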

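In the acute experiment 3 pools of mice received 6 injections of saline and then 1 injection of cocaine, and 3 further pools received saline only; these saline pools are separate from those of the repeated cocaine experiment. The gene models hold no value of the acute pools, so the acute values are the paper's means and CVs, set beside the gene models by Ensembl gene identifier or, where that was not found, by gene name. Means of the acute pools were compared with the saline means of the acute experiment only.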

To confirm that the expression changes identified reflect the actions of repeated, not acute, cocaine treatment, we performed RNA-seq on NAc obtained from mice treated with a single dose of cocaine, with animals analyzed 24 h later. The data were analyzed the same way and passed all quality assessments mentioned above (Additional file 2). We identified 55 genes (42 increased, 13 decreased; Additional file 3) that are differentially expressed in NAc in response to a single cocaine dose, only 4 of which overlapped with the chronic cocaine-regulated genes. In addition, two of the four genes showed the opposite direction of regulation. 

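After a single dose of cocaine Grtp1, Tmem79 and Dak had the highest log2 ratios among genes with both means above 1 RPKM and a difference beyond the SD, and Cybasc3 the lowest. Grtp1, which encodes a protein with a domain of Rab GTPase activators, had 7.38 ± 0.525 RPKM after acute cocaine and 4.32 ± 2.12 after saline (SD, n = 3 pools each), a log2 ratio of 0.77 with a standard error of 0.41. Phf21a, a component of a histone demethylase complex, had 18.4 ± 2.80 and 14.8 ± 3.02 RPKM. The log2 ratio of B230217C12Rik was 0.45 (standard error 0.13), and that of Cybasc3, a cytochrome b family member, was -0.43 (standard error 0.21). Nfkb2 and Relb, members of the NF-kB family, had log2 ratios of 0.27 and 0.43, neither beyond its SD. Gh, the growth hormone gene of the pituitary, had 1.36 ± 0.842 RPKM after cocaine and 3.76 ± 3.01 after saline. None of the listed cortical, red blood cell or medium spiny neuron markers and none of the immediate early genes was in the acute table. Phf21a lies on chromosome 2 from 91933274 to 92204823 and has 19 transcripts in 10 TSS groups, and Grtp1 lies on chromosome 8 from 13175162 to 13200620 with 3 transcripts in 1 TSS group. The acute table as analysed here holds 56 genes, against the paper's 55, with 34 higher and 22 lower means after cocaine. The means of 18 genes differed by more than the larger SD and those of 10 by over 2 standard errors. Of these 10, only B230217C12Rik and Cybasc3 also had a ratio of means above 1.25 in either direction and both means above 1 RPKM. Of the 22 genes with a ratio of means above 1.25 in either direction, 12 had both means above 1 RPKM.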

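The genes in both tables were Ttr, Gsto2, Anxa9 and Hk3. The mean of Ttr was lower after repeated cocaine (log2 ratio -1.14, standard error 1.71) and higher after acute cocaine (log2 ratio 1.85, standard error 1.37). By its mean and CV, 1 acute cocaine pool had 34.6 to 34.7 RPKM and the mean of the others was 1.43 to 1.46, so that both directions of Ttr rest on 1 pool each and turn without it. Gsto2, a glutathione transferase, had means under 1 RPKM: 0.350 after repeated cocaine against 0.249 after saline, and 0.321 after acute cocaine against 0.323. Its log2 ratios were 0.49 (standard error 0.22) and -0.01 (standard error 0.42). Its 2 transcripts in the part of the paper's Cuffdiff table analysed here both had lower values after repeated cocaine, from 0.567 to 0.136 FPKM and from 0.00872 to 0 FPKM. Anxa9, an annexin, had a lower mean in both experiments, with log2 ratios of -0.06 after repeated and -0.20 after acute cocaine. Hk3, a hexokinase, had log2 ratios of -0.09 and -0.02. Of these 8 ratios only those of Gsto2 after repeated cocaine and Anxa9 after acute cocaine went with means further apart than the larger SD. In the gene models Gsto2 lies on chromosome 19 from 47940035 to 47960814 with 4 transcripts, Anxa9 on chromosome 3 from 95100018 to 95111098 with 4 transcripts and Hk3 on chromosome 13 from 55107346 to 55122746 with 8 transcripts. The tables hold 87 genes found only after repeated cocaine and 52 found only after acute cocaine, by gene identifier. No test of the overlap was made, since the table of the repeated experiment holds 1 gene fewer than the paper gives. From the small number of shared genes and the opposite directions, the paper concludes that most changes after repeated cocaine differ from those after acute cocaine.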

We therefore conclude that the vast majority of gene expression changes induced by repeated cocaine are very different from those induced by acute cocaine.

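The gene models hold 50689 transcripts with a protein identifier at 22206 loci, a mean of 2.28 coding transcripts per locus (SD 2.09 over loci). The median was 1 and the largest number 39. More than 1 coding transcript was found at 10928 loci, 49.2% of those with any. Phf21a had 16 coding transcripts, Prkcd 6 and Tbr1 2. The biotype protein_coding is also given to 21862 transcripts without a protein identifier, of which the GENCODE M1 annotation of the same build lists 10747 as processed transcripts and 10462 as retained introns.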

On average, each protein coding gene in the reference database encodes 3.4 transcripts. For a coding gene, the transcripts may share the same transcriptional start site (TSS; that is, alternative splicing) or have different TSSs (that is, alternative promoter usage) [25]. Interestingly, our analysis revealed that promoter usage and splicing changes are much more widespread than differential expression in response to repeated cocaine. For this analysis, we used Cufflinks with an FDR cutoff of only <10% . Although this approach would be expected to increase the number of false positive hits, it also reduces the number of false negative hits, which is important for our subsequent ability to overlay these RNA-seq data with epigenetic modifications (see below). This alternative analysis identified 1,772 and 1,739 TSS groups to have alternative promoter usage and alternative splicing (Additional file 3), respectively, comprising approximately 5% of all TSS groups (Figure 1A). 

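The gene models place their transcripts of more than 1 exon in 50449 TSS groups, of which 12948 hold 2 or more transcripts and can therefore change in splicing. At 10241 loci there are 2 or more TSS groups, so that the use of promoters can change. Ttc23, a gene with a tetratricopeptide repeat, has 13 transcripts in 8 TSS groups, and Sp100, a nuclear body gene, has 14 in 5. The paper's 1772 TSS groups with alternative promoter usage come to 3.51% of the number of TSS groups, and its 1739 with alternative splicing to 3.45% (95% Wilson interval 3.29% to 3.61%). Set against the 32157 TSS groups with a coding transcript, they come to 5.51% and 5.41%, and how many of the events lie in such groups was not analysed here. The paper's table of promoter usage has loci as its entries, and set against the loci with 2 or more TSS groups the promoter events come to 17.3%. The splicing events come to 13.4% of the TSS groups with 2 or more transcripts. The interval covers counting error only. The file holds no expression values, so gene models that were not expressed in NAc could not be left out of the denominators.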

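The paper's number of differentially expressed transcripts, 4129, comes to 8.15% of the number of transcripts with a protein identifier and is 4.71% of all 87740 transcripts of the gene models. The values of single transcripts analysed here are the first 1999 of the 4129 rows of the paper's table of transcripts, whose identifiers were all found in the gene models at the same locus. They belong to 1250 loci, with 995 higher and 1004 lower after repeated cocaine by the paper's values. Listed transcripts of the cortical marker Tbr1 had higher values, from 2.46 to 4.00 FPKM and from 0.361 to 0.778 FPKM. The hexokinase gene Hk3 had 6 transcripts listed, 3 with a higher and 3 with a lower value. Prkcd had transcripts listed with 0.361 FPKM after saline and 0.0864 after cocaine, and with 0.348 FPKM after saline and 0 after cocaine. In both groups 1129 of the transcripts (56.5%) were under 1 FPKM, and 468 (23.4%) were listed at 0 in 1 group. Both values were over 1 FPKM in 539 transcripts. No spread between pools is given for these rows. Of genes with 2 or more transcripts among them, 302 of 427 (70.7%) had transcripts in both directions, where independent directions would give 63.6%. By the gene models 404 of the listed transcripts (20.2%) carry no protein identifier, so the differential transcripts are not all among those with one, and 8.15% is above their share.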

Looking at individual transcripts, we also found 4,129 to be differentially expressed (Additional file 3), comprising approximately 5% of all coding transcripts. A few examples of alternatively spliced genes are shown in Additional file 4. We validated these RNA-seq data by confirming altered expression of key transcripts in independent tissue samples by use of Nanostring technology (Figure 2E; Additional file 5).

**Figure 1:**
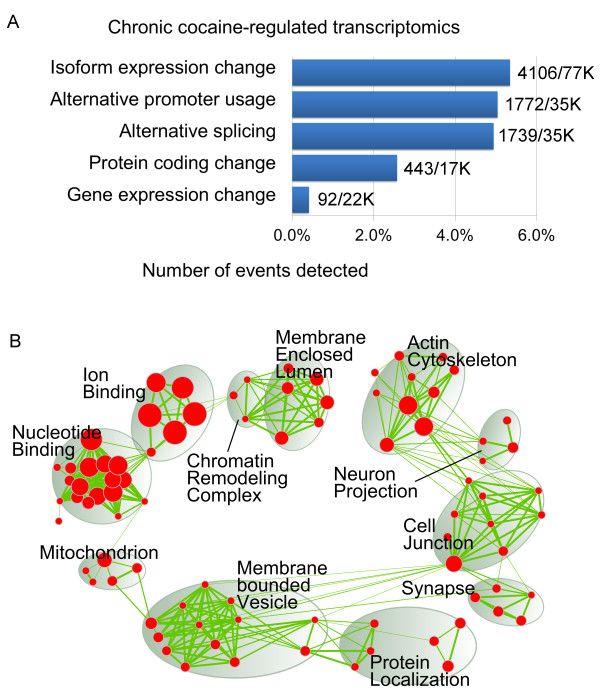
**Chronic cocaine-induced transcriptome in mouse NAc. (A)** Cocaine-regulated transcriptomic events versus total events illustrated as percentages (for example, 92 out of 22,000 genes show significant expression changes), which are based on Cuffdiff prediction (see Materials and methods). **(B)** Gene Ontology (GO) enrichment for differentially spliced genes is illustrated as an enrichment map [26]: each node represents an enriched GO term and its size represents the number of genes; the color intensity of the node represents the statistical significance; the strength of the green lines represents the number of common genes shared between two nodes; the GO terms that are clustered together are circled and summarized with a name. Singletons are not shown; a full list of enriched GO terms is in Additional file 6.

**Figure 2:**
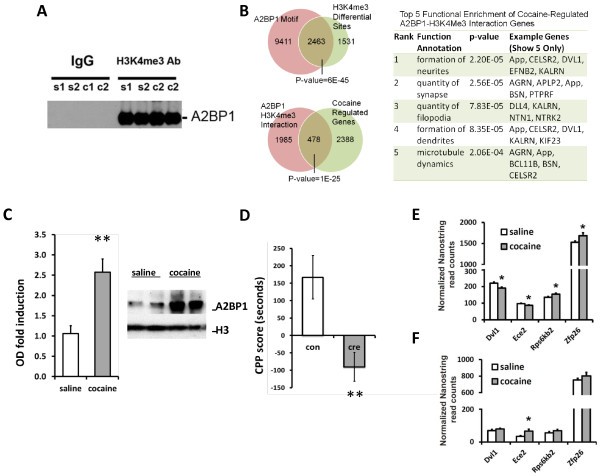
**Role of A2BP1 in cocaine responses. (A)** Co-immunoprecipitation shows A2BP1 western blotting of H3K4me3 or IgG pulldown of whole NAc lysate. Two repeated cocaine-treated samples and two saline control samples are shown. **(B)** The two Venn diagrams show overlap between: A2BP1-motif containing genes versus H3K4me3 differential site-containing genes (upper); A2BP1 motif- and H3K4me3 differential site-containing genes versus cocaine-regulated differential and spliced genes (lower). The table shows the top five enriched functional terms of the 478 overlapped genes from the lower Venn diagram. **(C)** Western blot analysis of A2BP1 in nuclear lysates of NAc after repeated cocaine. Error bars are mean ± standard error of the mean (SEM) derived from eight cocaine treated and eight saline treated control mice, respectively. **(D)** Conditioned place preference (CPP) scores of AAV-Cre-GFP-injected *A2bp1*^*loxP/loxP*^ mice (cre) with AAV-GFP-injected *A2bp1*^*loxP/loxP*^ mice as control (con). Error bars are mean ± SEM derived from seven cre and eight control samples. **(E)** Four predicted A2BP1 target candidate genes were chosen for Nanostring validation. All show the same direction of transcription change after chronic cocaine treatment as observed in RNA-seq. Error bars are mean ± SEM derived from 14 cocaine and 14 saline treated samples. **(F)** Cocaine-induced transcription change as observed in **(E)** are lost (*Rps6kb2*, *Zfp26*, *Dvl1*) or in one case reversed (*Ece2*) when *A2bp1* was conditionally knocked down by using AAV-Cre viral injection in NAc. Error bars are mean ± SEM derived from five cocaine and six saline treated samples. *P < 0.05, **P < 0.01.

Combining the genes that show chronic cocaine-induced changes in alternative promoter usage or alternative splicing yields 2,998 genes that are differentially spliced, which represent 35% of all differentially expressed genes. To understand the functional roles of these differentially spliced genes, we performed gene ontology (GO) analysis [27,28] and identified 110 (FDR <10%, Fisher’s exact test) enriched GO terms (Additional file 6). We created an enrichment map [26] (Figure 1B) to represent these functional terms and found that the differentially spliced genes are associated with very diverse functions and cellular components. With respect to molecular functions, two major groups are involved in nucleotide binding and ion binding, with one minor group participating in protein localization. 

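The largest molecular function groups in the paper's table of terms were binding of nucleotides and of ions. Nucleotide binding held 412 of the 1905 annotated genes in the list, 1.32 times the share in the background of 13288 genes (one-sided Fisher's exact test from the table's counts, p = 8.4e-11). ATP binding held 282 genes (1.36 times). Ion binding held 666 genes at 1.18 times the background share (p = 2.7e-08 by the same exact test), and metal ion binding 650. Cytoskeletal protein binding held 99 genes (1.67 times), and calmodulin binding, which links calcium to its target enzymes, held 35 genes (2.14 times, p = 5.7e-06 by the same exact test). Protein localization, a biological process term, held 139 genes at 1.30 times. The table lists 592 terms with an unadjusted p of up to 0.0999, and 110 of them have a listed adjusted p under 0.10, of which 27 are molecular functions, 63 cellular components and 20 biological processes. Terms share genes and are not independent. The exact test p-values are unadjusted. In the gene models 13577 of the 35406 loci have 2 or more transcripts, between which the choice of transcript can change. The background was not limited here to such genes or to genes expressed in NAc. How much of the enrichment comes from which genes can be called spliced was therefore not tested.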

In terms of cellular components, four major groups are involved in membrane enclosed lumen, actin cytoskeleton, cell junction, and membrane bounded vesicle, with four minor groups involving chromatin remodeling complex, synapse, neuron projection, and mitochondrion. These results suggest that differentially transcribed or spliced genes play substantial roles in the transcriptional perturbations induced in NAc by chronic cocaine.

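Cell components of the cytoskeleton, of contacts between cells and of vesicles were among the listed terms. The cytoskeleton term held 219 genes, 1.38 times its share in the background (one-sided Fisher's exact test from the table's counts, p = 1.4e-07), and the actin cytoskeleton term held 51 (1.76 times, p = 2.9e-05). Cell junction held 95 genes (1.43 times) and membrane-bounded vesicle held 84 (1.41 times). Synapse held 67 genes (1.48 times, p = 0.00049 by the same exact test) and neuron projection 57 (1.64 times, p = 8.0e-05). The exact test p-values given for these components are unadjusted as well. Their background was not limited to genes that are expressed in NAc and can change in splicing. The chromatin remodeling complex term was small, with 19 genes, at 2.68 times the background share (p = 2.6e-05 by the same exact test), and mitochondrion was large, with 231 genes, at 1.23 times. Of the genes the paper shows as examples of alternative splicing, Sept7, a septin of the cytoskeleton, has 4 transcripts in the gene models, on chromosome 9 from 25056204 to 25116150. From the terms, the paper proposes that differentially transcribed or spliced genes have a substantial part in the transcriptional response of NAc to repeated cocaine.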

### Cocaine-regulated epigenomic changes in mouse nucleus accumbens

The lasting behavioral abnormalities induced by chronic cocaine treatment have been attributed, in part, to epigenomic changes involving post-translational modifications to histone tails [2,29]. We thus chose six histone modifications (H3K4me1, H3K4me3, H3K9me2, H3K9me3, H3K27me3, and H3K36me3), as well as total RNA pol II, to investigate the epigenomic changes induced in mouse NAc by repeated cocaine exposure. They were chosen to ensure coverage of gene promoters, gene bodies, enhancers, as well as intergenic regions and to reflect mechanisms of gene activation and repression (see Background). We used three biological replicates for each mark, with each replicate again representing tissue pooled from five animals. After mapping the reads to the mouse reference genome, we removed the ones that are redundant at the same location and strand (Additional file 7). We thereby obtained uniquely aligned, non-redundant reads with a total number varying from 8 to 465 million for each of the seven marks under each condition (Additional file 8). Overall, these ChIP-seq data represent a highly informative collection of histone modifications and RNA pol II enrichment, comprising total read counts of 1,105,314,297 and 1,114,544,836 (Additional file 8) under cocaine and saline treatment, respectively.

To determine the enrichment for the 42 (7 marks × 2 conditions × 3 replicates) ChIP-seq samples at genic regions, we generated plots (Figure S4A-G in Additional file 9) at TSSs, genebodies, and transcriptional end sites using a program called ngs.plot [30]. The enrichment patterns for the seven marks from our study are highly similar with those generated in cell culture studies [21,31], indicating that the ChIP-seq data are of good quality and that *in vivo* brain histone modifications share similar gross distribution patterns with other tissues. Cocaine does not cause significant changes in any of these gross distribution patterns (Figure S4A-G in Additional file 9). We therefore presumed that cocaine-induced changes are localized to specific genomic sites. To reveal the location-specific changes for each of the seven marks, we used diffReps [32] to identify the chromatin modification sites (termed differential sites) that show significant differences between repeated cocaine and saline conditions. We identified thousands to tens of thousands of differential sites (ranging from 200 bp to 1,200 bp in size) for the various marks (FDR <10%; Figure S4H in Additional file 9; Additional file 10). Together, these differential sites represent a massive amount of epigenomic changes induced in mouse NAc by cocaine. Further examination revealed appreciable changes in the enrichment of most of these marks at differential sites (Figure S4A-G in Additional file 9). For example, H3K9me2 displays significant dynamics at its differential sites, with robust increases or decreases (Figure 3B,C) induced by cocaine despite the fact that it shows a 'flat-line' like pattern of enrichment at the genebody level genome-wide (Figure 3A). This further strengthens our notion that cocaine-regulated chromatin changes are highly localized and may correspond to specific functions.

**Figure 3:**
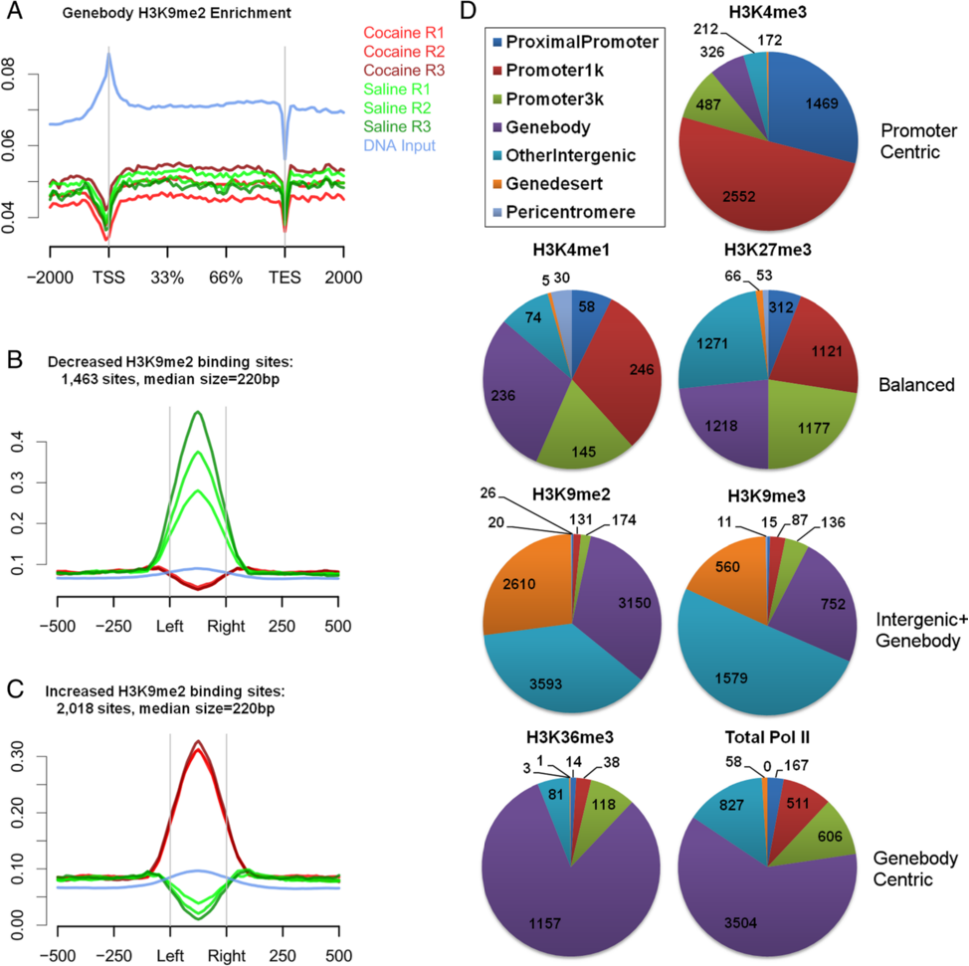
**Repeated cocaine-regulated epigenome measured by ChIP-seq. (A-C)** Averaged coverage plots of different biological replicates of H3K9me2 and DNA input for different genomic regions. The x-axis represents the genomic region from 5’ to 3’. The y-axis represents coverage that has been normalized to the number of aligned reads per million mapped reads (RPM). **(A)** Genebody of the entire mouse genome. **(B)** Differential sites that show decreased H3K9me2 binding in genic regions. **(C)** Differential sites that show increased H3K9me2 binding in genic regions. **(D)** Pie charts show the genome-wide distribution patterns of the differential sites of the seven chromatin marks.

e classified all differential sites into several categories based on their genomic locations (Figure 3D) and found that the seven marks can generally be divided into the following groups: 'promoter-centric' (H3K4me3), 'balanced' (H3K4me1 and H3K27me3), 'genebody-centric' (H3K36me3 and RNA pol II), and 'genebody + intergenic' (H3K9me2 and H3K9me3). The distributions of the differential sites are very similar to that of basal peaks (Additional file 11) for these marks. To further elucidate the potential functions of these chromatin changes, we performed molecular pathway analysis through IPA (Ingenuity Systems) [33] for the genes that are associated with the differential sites. In total, 248 canonical pathways were found to be enriched (*P* < 0.05, Fisher’s exact test). To identify the most important pathways, we ranked them by co-occurrence score among the seven marks and examined the top 30 (Additional files 12 and 13). We found that many of the top ranked pathways have been previously implicated in drug addiction, for example, 'CREB signaling in neurons' (top 2, score = 37.5), 'axonal guidance signaling' (top 7, score = 28.2), 'synaptic long term potentiation' (top 8, score = 27.8), and 'WNT/β-catenin signaling' (top 9, score = 26.5). In addition to the canonical pathways, we created three customized gene lists to represent additional knowledge of addiction pathophysiology and also found them to be enriched: 'actin cytoskeleton' (score = 25.0); 'synaptic plasticity' (score = 17.3); and 'growth factors' (score = 2.2). This further demonstrates that the chromatin changes we identified are highly specific to brain functions that contribute to addiction. Interestingly, the two marks that are associated with gene activation, H3K4me3 and RNA pol II, show much more pronounced enrichment than the other five marks among the top 30 pathways (Additional files 12 and 13).

### Chromatin signatures associated with pre-mRNA alternative splicing

We next determined that the chromatin differential sites show sharp proximity to exons within a 10 kb window (Additional file 14), suggesting a possible role for the seven marks in cocaine-mediated pre-mRNA alternative splicing. Recent *in vitro* investigations showed that the splicing of exons into a mature mRNA occurs co-transcriptionally [17]. Previous studies have also demonstrated that some histone marks can act as beacons in exon definition [34,35] or play important roles in recruiting splicing factors to pre-mRNAs [36,37]. We found in our dataset that all seven marks show local enrichment at exons to varying degrees and are correlated with transcriptional levels under basal conditions (Additional file 15). More specifically, exonic enrichments of H3K4me1, H3K4me3, H3K36me3, and total RNA pol II are positively correlated with transcriptional levels; that of H3K9me2, H3K9me3, and H3K27me3 are negatively correlated.

Despite these correlations, the interplay between histone marks and splicing regulators is complicated. For example, the repressive mark H3K9me3 has recently been found to facilitate the inclusion of variant exons of several genes via a mechanism that involves decreased RNA pol II elongation rate [38]. Another study [37] investigated the roles of several histone marks in selection of two mutually exclusive exons between two human cell lines, and found that two groups (H3K27me3, H3K4me3, and H3K9me1 versus H3K36me3 and H3K4me1) of histone marks regulate the two exons in the opposite direction. However, how extensive and how exactly the histone modifications influence alternative splicing *in vivo*, especially under pathological conditions (for example, after chronic cocaine exposure), is unknown.

RNA-seq provides unique advantages for alternative splicing analysis [16]. Some programs achieve this goal by looking at the read counts of individual exons [39,40]. However, transcripts often share common exons whose read counts thus convey nothing unique about each transcript’s expression levels. On the other hand, each transcript must contain unique exonic regions, which provide information about the transcript’s expression level. The program we used - Cufflinks - assigns reads proportionally to each individual transcript by solving an optimization problem on the unique exonic read counts [24,25]. In line with this approach, we needed a method to describe the chromatin changes associated with each transcript. We therefore devised a systematic approach called 'chromatin signature' that allowed us to profile the epigenomic changes associated with each transcript in a unified fashion (Additional files 7 and 16). In this analysis, it was important to use our broader Cufflinks evaluation of differential transcriptional changes, since it reduces false negative discovery rates, while overlaying such data with multiple chromatin endpoints achieves the higher stringency needed to reduce false positive discovery.

Briefly, we first classified all exons into six different types (Additional file 16): 'promoter', 'canonical', 'variant', 'alternative acceptor', 'alternative donor', and 'polyA'. Each exon type represents a unique combination of exon-intron boundaries. We also derived the neighboring intronic regions (150 bp) for each exon, which are also implicated in splicing regulation [41]. 

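Exons of the coding transcripts of the gene models were placed in the 6 exon types by comparing the transcripts of each locus in pairs, and regions were counted once per interval and type. This gave 264174 exonic regions. Canonical exons, found in all transcripts that span them, made up 148104 (56.1%), promoter exons 45815 (17.3%) and polyA exons 41460 (15.7%). Variant exons numbered 14304, exons with an alternative acceptor 9425 and those with an alternative donor 5066. Flanks of 150 bp inside each intron, truncated at the end of shorter introns, gave 411142 intronic regions. For single named transcripts the types were assigned with transcripts without a protein identifier included, unlike in these counts. On that basis exon 2 of the Ttc23 transcript TCONS_00070790 is a variant exon of 200 bp. Exon 8 of the Sp100 transcript TCONS_00001011 is an exon of 147 bp with an alternative acceptor.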

In total, we defined 335,779 and 441,648 unique exonic and intronic regions on the genome and calculated each mark’s enrichment difference between cocaine and saline at each region (Additional file 7). In addition, we included the 500 bp intergenic regions upstream of the TSS and the enhancers defined by H3K4me1 peaks (Additional file 7) to complement a chromatin signature. We removed the shared regions (that is, canonical exons and introns at canonical acceptor and donor sites) from consideration as they do not convey distinct chromatin information between transcripts. This results in 13 different types of regions (Additional file 16) upon which chromatin modifications are defined for a transcript. Based on the resulting chromatin signatures, we constructed a matrix of approximately 77,000 (coding transcripts) × 91 (7 marks × 13 genomic regions; Additional files 7 and 16) to represent the splicing-related chromatin modifications mediated by cocaine for the entire mouse transcriptome.

We first tested whether those chromatin signatures can be grouped by similar patterns and whether they can be associated with transcriptional changes. To reduce the complexity, we performed genome-wide association (Additional files 7 and 17) to remove the transcripts that show no detectable chromatin changes. We also removed mark-region combinations that show little correlation with transcriptional change. Interestingly, we did not find correlations for the chromatin modifications at the 24,745 H3K4me1-labeled distal (more than ±1 kb from the TSS) enhancers and their corresponding target transcripts’ expression change (Additional file 17). We therefore removed the enhancer regions from further analysis. We also found 41 mark-region combinations to be not significant. After this filtering, we obtained a smaller matrix of approximately 33,000 × 43 and then performed K-means clustering to identify (Additional file 7) clusters of co-expressed chromatin signatures. We found 29 clusters (Figure 4; *P* < 0.02, Fisher’s exact test) to be significantly associated with transcriptional change. Each cluster represents a combination of enrichment differences of the seven marks (Additional file 18) that lead to increased or decreased transcript levels (Figure 4). For example, the H3K4me3 generally shows increased binding around TSSs for clusters 1 to 12. However, depending on the combination with other histone marks, clusters 1 to 12 show either increased or decreased transcription (Figure 4). H3K4me1 overall shows decreased binding at variant and alternative acceptor exons, including neighboring intronic regions across all 29 clusters. H3K27me3 displays the most dynamics among the seven marks for the 29 clusters, while H3K9me2 and H3K9me3 only regulate polyA and variant exons, respectively. Notably, most of the marks show regulation at the intronic regions, indicating the importance of introns in determining splicing.

**Figure 4:**
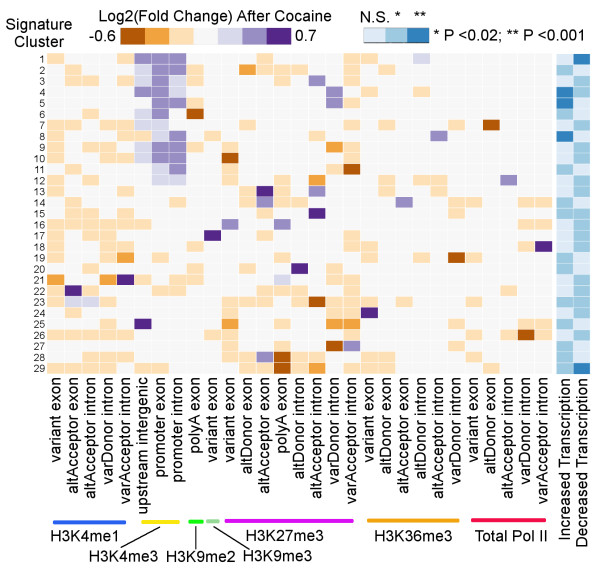
**Heatmap of cocaine-regulated chromatin modifications of the 29 signature clusters that associate with transcriptional regulation.** In the left panel, each row represents a cluster and each column represents an epigenomic mark at a specific genomic region; each square represents the averaged chromatin modification change in log2 scale; purple and orange colors indicate increased or decreased binding and the darkness indicates the magnitude of change. The heatmap in the right panel illustrates the statistical significance of each cluster’s association with transcriptional change. N.S., not significant.

Functional enrichment analysis through IPA for the 29 signature clusters identified 90 (*P* < 0.05, Fisher’s exact test; Additional file 19) enriched biological function terms. The top 10 functional terms (Figure 5A) based on co-occurrence score are specific to the nervous system and neurological diseases or related to some essential cellular or molecular process. Interestingly, the top ranked biological functions seem to be ubiquitously enriched among all signature clusters. On the contrary, the 348 (*P* < 0.05, Fisher’s exact test; Additional file 19) enriched canonical pathways are more specific for each cluster (Figure 5B, top 10 are shown), for instance, 'WNT/β-catenin signaling', 'axon guidance signaling', and 'actin cytoskeleton signaling'. This suggests that cocaine-induced chromatin signature changes are not random and have functional implications in drug responses. Furthermore, this indicates that cocaine-induced transcriptional changes within the same pathway may share common chromatin signatures, which is characterized by unique combinatorial histone modification patterns.

**Figure 5:**
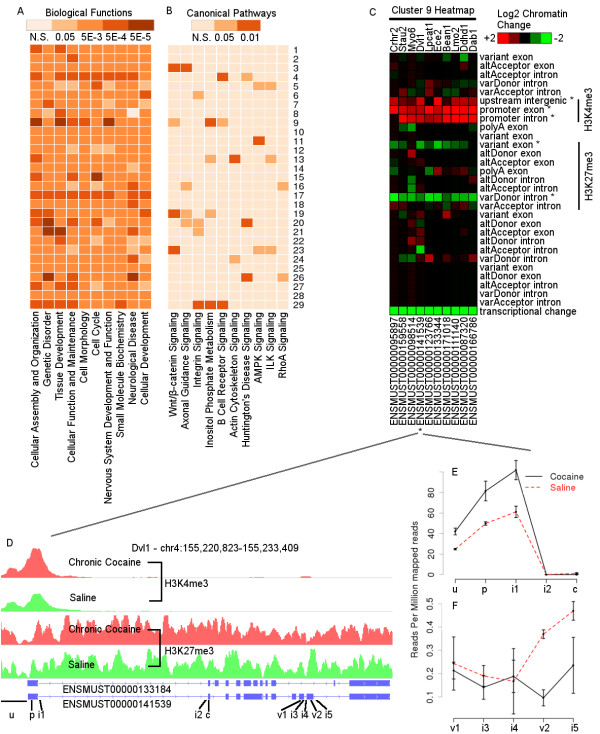
**The functional enrichment of the 29 signature clusters and identification of significant chromatin modification regions for an example cluster. (A,B)** Each row represents a cluster and each column represents a functional term or canonical pathway. The color of each square represents the statistical significance of enrichment. The enriched terms are ranked by co-occurrence and only the top 10 are shown. **(A)** Biological functions. **(B)** Canonical pathways. N.S., not significant. **(C)** The chromatin modification heatmap for cluster 9. Each column represents a transcript and each row represents a chromatin mark at a specific genomic region. Only 10 example transcripts are shown here. Each square represents the chromatin change in log2 scale. The transcriptional change is simply indicated as a binary value. The significantly modified regions are marked by asterisks to the right of their names. An example transcript, ENSMUST00000141539 of gene *Dvl1* (a protein in the WNT/β-catenin pathway), is further illustrated in **(D-F)**. **(D)** Genome browser screenshot for the demo transcript with H3K4me3 and H3K27me3 in the top and bottom two tracks, respectively. The exon structures of the demo transcript and another transcript of the same gene are shown below the chromatin tracks. The genomic regions are marked by letters ('u', upstream intergenic; 'p', promoter exon; 'c', canonical exon; 'v', variant exon; 'i', intron), and are further followed by numbers to distinguish different regions. **(E,F)** Mean and standard error of the mean of the significant regions with some neighbors are shown as line plots with error bars. The x-axis represents different regions from 5’ to 3’ and the y-axis represents normalized coverage. **(E)** H3K4me3 at u, p, i1, i2 and c. **(F)** H3K27me3 at v1, i3, i4, v2 and i5.

### Chromatin signature-associated protein regulators

We next used these chromatin signatures to infer the types of chromatin-associated proteins that may convert the epigenetic information into transcriptional change. The 29 signature clusters we identified represent groups of transcripts that share common chromatin modification patterns. This co-expression indicates that each of the clusters is co-regulated by a few common protein regulators that may interact with chromatin during transcription. We focused on transcription factors and splicing factors that may be involved in this process. To illustrate our approach, an example is given in Figure 5C-F. Briefly, the region-mark combinations that show significant chromatin change (*P* < 1E-10, one group *t*-test) in the same direction are first identified from each cluster. Each transcript is then analyzed and only the regions that show a significant chromatin binding difference (*P* < 0.05, one-tailed Student’s *t*-test) between cocaine and saline are picked for further analysis. The sequences of the same type of region (such as variant exon) from the same cluster are pooled and motif analysis (Additional files 7 and 20) by MEME [42] is performed. In this manner, we found 32 and 58 uniquely identifiable motifs from the intragenic and intergenic regions, representing potential splicing and transcription factors that control the 29 clusters, respectively.

The splicing and transcription factors are ranked by co-occurrence and illustrated as a heatmap (Figure 6, right panel). Numerous splicing factors identified here have been reported to have functions in neuronal differentiation, neurological diseases, or synaptic plasticity, such as ELAVL2 [43,44], ZIC1 [45], A2BP1 (official gene symbol *Rbfox1*) [46], and FUS [47,48]. Interestingly, two E2F family proteins, E2F2 and E2F3, are enriched both as splicing factors and transcription factors. The E2F family proteins have been implicated in neurogenesis [49] and are known to interact with SIRT1 [50], a histone deacetylase that has been implicated in cocaine regulation [13,51]. Among transcription factors, the top ranked EGR1 protein is enriched in five clusters and is known to modulate synaptic plasticity in part through the direct regulation of its target genes [52]. 

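Zic1, a zinc finger transcription factor, had a lower mean after repeated cocaine, at 3.60 ± 0.362 RPKM against 4.76 ± 0.300 after saline (SD, n = 3 pools each, from the paper's means and CVs). Its log2 ratio of -0.40, with a standard error of 0.10, was larger than the spread between pools. In the paper's Cuffdiff values its coding sequence went from 7.54 to 5.54 FPKM. The gene models place Zic1 on the minus strand of chromosome 9 of mm9 from 91252896 to 91260648, with 2 transcripts of 3 and 4 exons in 1 TSS group that share a protein identifier. Egr1, the immediate early gene that encodes the top ranked transcription factor, was not in the table of means as analysed here.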

Notably, only one splicing/transcription factor, ZIC1, shows differential expression in our RNA-seq data, suggesting that cocaine mainly regulates the target genes via their interaction with perturbed chromatin modifications at the target loci. The epigenomic marks that interact with the splicing factors are shown as a heatmap (Figure 6, left panel), where H3K27me3 and H3K4me3 display a dominant presence. The only mark that interacts with transcription factors at upstream intergenic regions is H3K4me3, which shows increased enrichment after cocaine.

**Figure 6:**
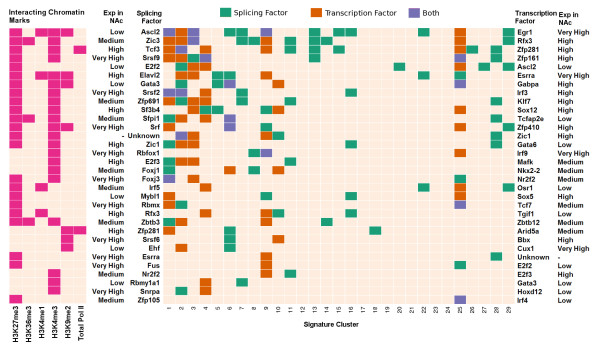
**Splicing and transcription factors inferred from the 29 signature clusters induced by repeated cocaine and their interacting epigenomic marks.** Splicing and transcription factors are indicated on the right panel by different colors. Green means the enrichment of a splicing factor on the left; red means the enrichment of a transcription factor on the right; blue means the enrichment of both. All 32 splicing factors and the top 32 transcription factors are shown here. Each column represents a signature cluster. The gene expression level for the regulators is labeled as 'Very High' (RPKM >20), 'High' (RPKM >5 and ≤20), 'Medium' (RPKM >1 and ≤5), and 'Low' (RPKM ≤1) based on our RNA-seq data. The chromatin marks that interact with the splicing factors are shown on the left panel by pink color.

### A2BP1 is an important regulator of cocaine responses

As noted above, our motif analysis identified A2BP1 as a potentially important splicing factor that regulates clusters 8 and 9 (Figure 6). A2BP1 belongs to a family of RNA binding proteins that is composed of two other homolog splicing factors, RBFOX2 (RBM9 or FOX-2) and RBFOX3 (HRNBP3, NEUN, or FOX-3). Human A2BP1 was first identified through its interaction with Ataxin-2, the protein mutated in spinocerebellar ataxia type II [53]. Mutations in the human *A2BP1* gene have since been associated with several other neurological syndromes, including mental retardation, epilepsy, and autism spectrum disorders [54-57]. Recent studies also implicate A2BP1 in regulating neuronal excitability as well as neuronal adaptations to stress [58,59]. Our RNA-seq data demonstrated that *A2bp1* is highly expressed in mouse NAc (RPKM = 90, >97% of the genome in NAc). By binding to the CAUGCA motif, A2BP1 controls many neuronally regulated exons [60]. Indeed, some A2BP1-dependent alternative exons have already shown dysregulated splicing in human autism spectrum disorders [61].

In clusters 8 and 9 (Figure 6), the site of discovery for the A2BP1 motif is located in promoter exons where H3K4me3 shows increased binding after cocaine. This indicates an interaction between this splicing factor and the histone tail modification, which has not to date been documented. We first validated such H3K4me3 enrichment at selected loci from clusters 8 and 9 with ChIP-quantitative PCR (Additional file 21). Next, we experimentally examined the physical binding between the two molecules. A co-immunoprecipitation assay demonstrated a significant enrichment of A2BP1 in the H3K4me3 immunoprecipitation pulldown from NAc extracts (Figure 2A). Notably, this binding between A2BP1 and H3K4me3 appeared to be specific, since no A2BP1 was detected in the IgG pulldown control samples.

We then performed a genome-wide scan [62] for the A2BP1 motif obtained from our analysis on the regions where the chromatin signatures were defined in this study, and found 37,993 hits (motif match *P* < 1E-4). We further intersected the genes whose exons or introns contain a predicted A2BP1 binding motif (n = 11,874) with the genes that contain H3K4me3 differential sites (n = 3,994) and found the overlap (n = 2,463) to be statistically significant (Figure 2B; *P* = 6E-45, Fisher’s exact test). This finding further strengthened the enrichment of A2BP1 at cocaine-regulated H3K4me3 binding sites. Moreover, the genes that display a significant A2BP1 and H3K4me3 interaction (n = 2,463) also show substantial overlap (Figure 2B; *P* = 1E-25, Fisher’s exact test) with cocaine-regulated genes (n = 2,866), including those displaying differential expression or alternative splicing. IPA analysis of the 478 cocaine-regulated, A2BP1-H3K4Me3 interaction genes (Figure 2B; Additional file 22) revealed 174 functional terms to be enriched (*P* = 0.05, Fisher’s exact test; Additional file 23), with the top five terms (Figure 2B) relating to neurite formation and synapse dynamics.

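A2bp1 is named Rbfox1 in the gene models and lies on the plus strand of chromosome 16 of mm9 from 6809315 to 7412572, a span of 603258 bp. It has 7 coding transcripts in 3 TSS groups, with up to 15 exons. It was in neither table of gene means, and nor were Rbfox2, on chromosome 15 from 76909420 to 77137483 with 8 transcripts, and Rbfox3, on chromosome 11 from 118351074 to 118772911 with 11 transcripts. Among the paper's listed transcripts, TCONS_00027510 of Rbfox1 went from 0.189 FPKM after saline to 0.625 after repeated cocaine (the paper's q = 6.5e-08), and TCONS_00027511, from the same TSS group, from 0 to 0.628 FPKM. All these values are under 1 FPKM, while the paper describes the gene as highly expressed in NAc. These transcripts are thus a small part of its level. Listed transcripts of Rbfox2 went in both directions, TCONS_00026660 from 2.55 to 1.01 FPKM and TCONS_00026666 from 0.110 to 0.591 FPKM. These rows come from the part of the table analysed here, they give no spread between pools, and the values of the other Rbfox1 transcripts were not analysed here.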

Though our RNA-seq data did not show significant cocaine regulation of *A2bp1*’s mRNA levels, we used western blotting to test whether chronic cocaine treatment alters A2BP1 at the protein level in NAc. Consistent with the mRNA finding, we did not observe a significant change of A2BP1 from whole NAc lysates (data not shown). However, chronic cocaine induced a >2.5-fold increase in A2BP1 protein levels in nuclear lysates (Figure 2C). This nucleus relocation is consistent with previous findings from cultured neurons that depolarization induces nuclear migration of A2BP1, which increases the splicing of A2BP1 target genes [60].

To gain further insight into the functional importance of A2BP1 in behavioral responses to cocaine, we carried out conditioned place preference (CPP) assays in mice with a local knockout of *A2bp1* from NAc. CPP provides an indirect measure of drug reward. Adult floxed *A2bp1* (*A2bp1*^*loxP/loxP*^) mice [58] were injected intra-NAc with an adeno-associated virus (AAV) vector expressing Cre-GFP or GFP alone. Though AAV-GFP-injected *A2bp1*^*loxP/loxP*^ mice developed a significant cocaine preference at a moderate drug dose (7.5 mg/kg), AAV-Cre-GFP-injected *A2bp1*^*loxP/loxP*^ mice displayed no place conditioning (Figure 2D). Thus, knockdown of *A2bp1* in NAc decreased the rewarding effects of cocaine.

Lastly, we selected representative predicted A2BP1target genes within clusters 8 and 9 and tested whether conditional *A2bp1* knockdown in NAc affects their expression. Consistent with our RNA-seq data, by use of Nanostring validation with independent tissue samples, we confirmed increased expression of *Rps6kb2* and *Zfp26*, as well as decreased expression of *Dvl1* and *Ece2* (Figure 2E). Importantly, all of these chronic cocaine-triggered expression changes were lost when *A2bp1* was conditionally knocked down in NAc; in fact, *Ece2* displayed cocaine regulation in the opposite direction in the absence of *A2bp1* (Figure 2F). These findings further support the importance of this splicing factor in cocaine action as inferred from our bioinformatic analyses.

## Conclusion and discussion

Results of the present study provide the most complete profiling to date of the cocaine-induced transcriptome and epigenome in NAc. We defined the binding patterns of six histone modifications and of RNA pol II genome-wide under repeated cocaine and saline conditions and correlated these patterns with the repeated cocaine-induced transcriptome. We show that different histone modifications act in a combinational fashion to create chromatin signatures that correlate with altered gene expression and, more specifically, with dramatic cocaine regulation of alternative splicing. These findings not only provide fundamentally new insight into the mechanisms by which repeated exposure to cocaine regulates gene transcription in NAc, but they also provide important information concerning the basic mechanisms of transcriptional regulation in the brain *in vivo*.

Genome-wide mapping of histone modifications has emerged as a powerful means for characterizing the functional consequences of chromatin structure [15]. However, most available studies are derived from cultured cell systems during differentiation, development, or reprogramming. Whether similar rules defined in these homogeneous cell populations *in vitro* also apply to the brain *in vivo* is the key step to expand future epigenetic research. Our profiling of multiple histone marks in mouse NAc thus presents a much needed public reference resource for the neuro-epigenome, as well as detailed knowledge of global chromatin changes that occur in a discrete region of adult brain in response to repeated cocaine administration. We found that the basal patterns of the six histone marks studied are similar to those demonstrated in simpler systems. However, within these constraints, cocaine induced robust modifications in each of these marks at numerous genes and non-genic loci. We also found that the various histone marks carry different weights for transcriptional regulation, and that the combinatory pattern of modifications (chromatin signature) ultimately defines the transcriptional response. Our expectation is that analysis of still additional histone modifications will yield an ever more comprehensive and accurate epigenetic regulation network. Selective analysis of the cocaine-induced epigenomes of the several neuronal and non-neuronal cell types in NAc, something not yet technically feasible, would further improve our understanding of such networks. Nevertheless, our findings to date highlight the power of histone modification profiling for identifying diverse functional groups and target genes involved in cocaine action.

An unexpected finding of our study is the dominant contribution of changes in alternative splicing induced in NAc in response to chronic cocaine. In contrast to approximately 100 genes that show cocaine regulation of total transcript levels, we demonstrated an order of magnitude more genes that display altered splicing. These data indicate that previous studies that relied on microarray analysis and thereby focused on total gene transcription without discrimination of isoform differences dramatically underestimated the degree to which cocaine modifies the NAc transcriptome. Alternative pre-mRNA splicing is a major source of protein diversity in higher eukaryotes, a process particularly important for genes expressed in the brain [18,63,64]. Though there have been sporadic papers on splicing regulation of particular genes in addiction models [65-67], the present study is the first comprehensive analysis of splicing regulation in response to chronic cocaine. Given the fact that products of different splicing isoforms often serve unique cellular functions, the characterization of individual transcripts instead of the whole gene represents an important advance for understanding the molecular adaptations that underlie cocaine action.

Though alternative splicing was traditionally thought to be a post-transcriptional event, based largely on the primary sequence of the RNA, recent research has demonstrated that pre-mRNA splicing is intimately linked to transcription and the chromatin architecture of the gene [17]. The spliceosome is proposed to physically link to the transcriptional machinery through interactions between splicing factors and RNA pol II, and specific histone modifications have been shown to regulate alternative splicing in cell culture. For example, depolarization of cultured neurons triggers the skipping of exon 18 of the neural cell adhesion gene, a change accompanied by H3K9 hyper-acetylation around the exon [68]. The effect of depolarization can be further potentiated by treating the cells with a histone deacetylase inhibitor. As another example, the fibroblast growth factor receptor 2 (*Fgfr2*) gene is alternatively spliced into two isoforms, *Fgfr2-IIIb* and *-IIIc*[37]. The gene is enriched with H3K36me3 and H3K4me1 along the alternatively spliced region in mesenchymal cells where exon IIIc is transcribed, and with H3K27me3 and H3K4me3 in epithelial cells where exon IIIb is transcribed. Importantly, modulation of H3K36me3 or H3K4me3 levels by overexpression or down-regulation of their respective histone methyltransferases changes the tissue-specific alternative splicing pattern in a predictable fashion in cultured cells [37]. These observations suggest that localized changes in histone modification signatures along an alternatively spliced region can change splicing outcome. Furthermore, it provides a novel means of regulating gene transcription (splicing) through epigenetic manipulation.

However, studies to date have been mainly performed in cell culture with a candidate gene approach. How histone modifications relate to alternative splicing at a more global level, within the brain *in vivo* and in response to environmental stimuli, remains unknown. By obtaining genome-wide maps of several histone modifications within a discrete region of brain under chronic cocaine conditions coupled with genome-wide analysis of alternative splicing patterns, we have identified 29 chromatin signatures that differentially predict alterations in gene expression and, more specifically, regulation of alternative splicing. The genes are highly concentrated in certain functional groups. These findings indicate that control of pre-mRNA alternative splicing by histone modifications is a general feature of biological regulation. Moreover, an unbiased motif analysis inferred unique sets of transcription factors and splicing factors that are associated with individual chromatin signatures.

As a proof of principle, we selected to further analyze one candidate splicing factor, A2BP1, which has not previously been studied in cocaine action. A2BP1 is a neuron-specific splicing factor that promotes either exon inclusion or skipping. It has been implicated in several neurodevelopmental and neuropsychiatric disorders such as autism spectrum disorder, mental retardation, epilepsy, bipolar disorder, and schizophrenia [69]. The protein kinase WNK3 binds to A2BP1 and suppresses its splicing activity through a kinase activity-dependent cytoplasmic re-localization of A2BP1 [70]. Our observation of nuclear translocation of A2BP1 after repeated cocaine exposure suggests a robust role of A2BP1 in alternative splicing even though there is no change in total cellular levels of the protein. Increased nuclear levels of A2BP1 might facilitate adaptive alterations of pre-mRNA splicing of A2BP1 target transcripts that affect cocaine responses. Analysis of brain-specific *A2bp1* knockout mice revealed altered synaptic transmission, increased membrane excitability, and a predisposition to seizures [58]. Though few changes are seen in total transcript abundance, *A2bp1*-deficient brain displays a variety of splicing changes related to genes mediating synaptic transmission and membrane excitability. Similar implication of A2BP1 targets in neural transmission, neuronal development, and maturation genes has been demonstrated in autism spectrum disorder and human neural stem cell studies [61,69]. Through bioinformatic analysis, our genome-wide data predicted that A2BP1 associates with H3K4me3 in concert with the regulated splicing of target genes after repeated cocaine administration. Indeed, we verified that A2BP1 is associated with H3K4me3 in NAc in response to repeated cocaine administration. Moreover, we show that conditional knockdown of *A2bp1* from the adult NAc dramatically impairs rewarding responses to cocaine, and we confirmed regulation of several predicted A2BP1 target genes in NAc whose regulation by repeated cocaine is lost upon knockdown of this splicing factor. In the future, it will be interesting to further investigate the mechanisms by which cocaine triggers A2BP1 translocation to the nucleus and the means underlying A2BP1 regulation of its gene targets, work which will contribute to a better understanding of the molecular mechanism of cocaine action.

It is important to emphasize that sequencing data obtained from brain is inherently noisier than that obtained from simpler systems such as cultured cells. One prominent example is *Ttr*, which encodes transthyretin, important for thyroid hormone and retinol transport. It is highly enriched in choroid plexus [71], although expression in retina and certain central neurons has been reported [72,73]. As can be seen from Additional file 24, although our differential analysis shows that chronic cocaine regulates *Ttr* expression in NAc, this conclusion must be viewed with caution given the great variability in the cocaine and saline replicates. 

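Ttr had 34.5 ± 41.8 RPKM after repeated cocaine and 76.3 ± 126 after saline (SD, n = 3 pools each), so that the SD exceeded the mean in both groups, with CVs of 1.21 and 1.66. In the acute experiment it had 12.5 ± 19.2 RPKM after cocaine and 3.46 ± 2.04 after saline. The gene models give Ttr a single transcript of 4 exons and 1219 bases on the plus strand of chromosome 18 of mm9 from 20823751 to 20832825. The paper's Cuffdiff values for this transcript are 102 FPKM after saline and 46.1 after repeated cocaine.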

We therefore analyzed our entire differential gene list for genes that show similar large variance. 

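In the repeated cocaine table the average of the cocaine and saline CVs was above 1 for Ttr and Rangrf, at 1.43 and 1.16. In the acute table it was above 1 for Gstm3, Ttr and Mpp4, at 1.30, 1.06 and 1.04. Gstm3, a glutathione transferase, had 0.00497 RPKM after acute cocaine and 0.652 after saline, and Mpp4, a membrane scaffold gene, 0.499 and 0.946, so that both means of these genes were under 1 RPKM. Rangrf, a gene linked to nuclear transport, had 2.00 ± 2.91 RPKM after repeated cocaine and 3.61 ± 3.10 after saline. With either CV above 1 in place of the average there were 3 genes in the repeated and 5 in the acute table, and the additional gene after repeated cocaine, 1500015O10Rik, is a choroid plexus marker. The threshold of 1 was chosen after the tables had been read. In the gene models Rangrf has 8 transcripts and Gstm3 and 1500015O10Rik have 1 each.

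**Figure D2:**
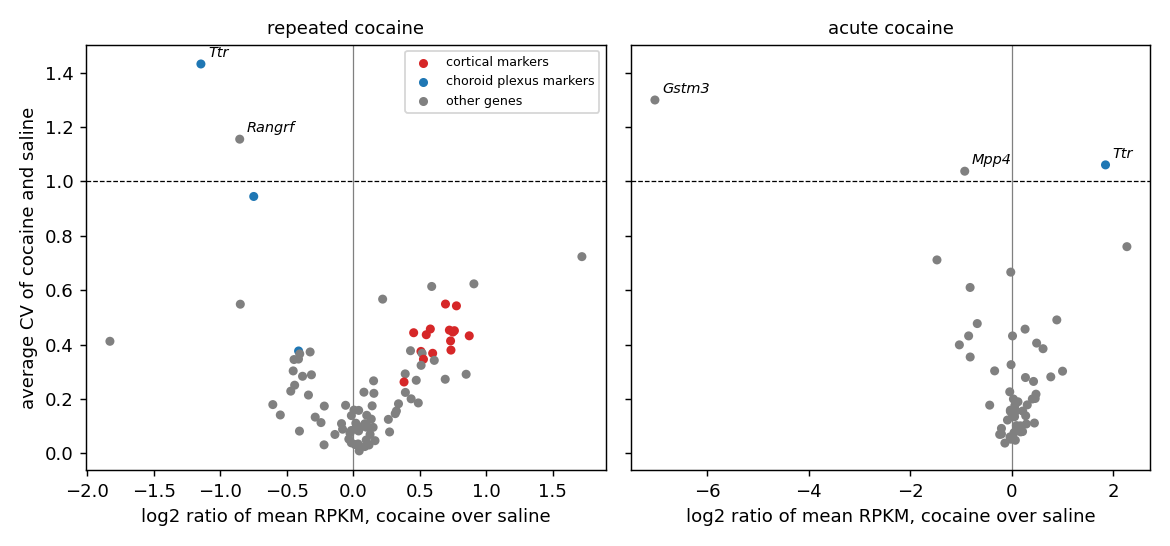
Average CV of the cocaine and saline groups against the log2 ratio of mean RPKM for each gene of the repeated and acute cocaine tables (n = 3 pools per group), with genes above an average CV of 1 (dashed line) named. Ttr is above the line in both tables and to the left of 0 after repeated and to the right after acute cocaine; the cortical markers lie between CVs of 0.262 and 0.549.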

Only three and two of the regulated genes show such variability in acute and chronic data, respectively, which underscores the importance of utilizing multiple statistical tests when evaluating RNA-seq datasets. The analyses also demonstrate that the differential lists reported in this study are generally sound, as substantiated further by the several levels of validation provided. Meanwhile, the source of the variability seen in *Ttr* and a small fraction of other genes remains unknown. One possible source of variability might be dissections of NAc. To gain insight into this possibility, we analyzed classes of genes known to be expressed either at very high levels or at relatively low levels in NAc versus surrounding brain regions, including the choroid plexus (Additional file 25). Among a list of over 100 choroid plexus-enriched genes [74] compared to striatum, only *Ttr* shows high variability; all of the others are consistently depleted in our datasets. 

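Of 12 listed markers of the choroid plexus, 3 were in the repeated cocaine table, all with lower means after cocaine and none beyond its SD. Besides Ttr these were Kl, the klotho gene, with 1.45 ± 0.373 RPKM after cocaine and 1.93 ± 0.957 after saline, and 1500015O10Rik, with 0.730 ± 0.541 and 1.23 ± 1.41 (SD, n = 3 pools each). The lower means of Ttr and 1500015O10Rik rest on 1 saline pool each, without which the saline mean of 1500015O10Rik is 0.413 to 0.457 RPKM, below its cocaine mean, and that of Ttr is also below its cocaine mean. The saline CV was 0.496 for Kl and 1.15 for 1500015O10Rik, and the median saline CV of the other 88 genes of the table was 0.200. In the acute table Ttr was the only listed choroid plexus marker. Kl lies on chromosome 5 of mm9 from 151755182 to 151796384 and 1500015O10Rik on chromosome 1 from 43787447 to 43799423, each with a single transcript in the gene models. The tables hold only genes called differential, and the replicate values of other choroid plexus genes were not analysed here.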

The data also reveal strong consistency across replicates for NAc-enriched and -depleted genes. Thus, while dissecting a micronucleus from brain by necessity introduces some variability, these data argue for considerable consistency in our dissections. 

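Among genes called differential, cortical and red blood cell markers had larger CVs after saline, by median, than the other genes of the table. The 15 cortical markers in the repeated cocaine table had a median CV of 0.506 after saline and 0.348 after cocaine, and the other 76 genes had medians of 0.157 and 0.152. For other genes whose ratio of means was also above 1.25 in either direction, 34 in number, the median saline CV was 0.354. Neurod6, a transcription factor of cortical neurons, had 1.69 ± 0.636 RPKM after cocaine and 1.04 ± 0.753 after saline (SD, n = 3 pools each), and Cck, a neuropeptide of cortical neurons, 23.2 ± 10.8 and 15.5 ± 6.95. The haemoglobin genes had a median saline CV of 0.535 and a median cocaine CV of 0.0578. Hbb-b1 lies on chromosome 7 of mm9 from 110975048 to 110976610 and Neurod6 on chromosome 6 from 55627812 to 55631257. No values of single pools were analysed here, so which pools set these spreads cannot be told.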

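Saline means of the same gene in the repeated and acute experiments could be compared for the genes in both tables. The saline mean of Ttr was 22.0 times higher in the repeated than in the acute experiment. By mean and CV this rests on 1 saline pool of the repeated experiment, at 222 RPKM, while the mean of its other pools was 3.39 to 3.41 RPKM, close to the acute saline mean. For Anxa9, Gsto2 and Hk3 the saline means were instead lower in the repeated experiment, with folds of 1.28, 1.30 and 1.36 between experiments. Anxa9 had 1.54 ± 0.187 RPKM in the saline pools of the repeated experiment and 1.97 ± 0.121 in those of the acute experiment, and Hk3 1.95 ± 0.172 and 2.64 ± 0.488 (SD, n = 3 pools each). In the gene models Ttr has 1 TSS group, Anxa9 2, and Gsto2 and Hk3 3 each. The experiments were not normalized together as far as the sources used here state, so a level compared between them carries any difference in scale.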

The analysis does, however, highlight systematic differences in expression levels of some genes seen across experiments: replicates are highly consistent within one experiment (for example, acute saline) but vary more between experiments (for example, acute versus chronic saline). Such 'batch' effects may reflect the different basal state of animals used at different times of experimentation, variability that is inherent in any *in vivo* experiment.

In any event, the results of this study confirm the important insight provided by the multiple platforms of analysis undertaken to better understand how repeated exposure to cocaine alters gene expression in NAc. By further mining these data, and carrying out similar analyses at different time points of cocaine exposure and cocaine treatment paradigms with additional epigenetic marks, it will be possible to ultimately explore the complete complex program of gene regulation that underlies important aspects of drug addiction.

## Materials and methods

### Cocaine treatment and nucleus accumbens dissection

Adult male C57BL/6 J mice (Jackson) 8 weeks old were used in this study. They were housed five per cage on a 12-h light-dark cycle at constant temperature (23°C) with free access to food and water *ad libitum*. Animals were habituated for at least 1 week before experimentation. For repeated cocaine treatment, animals received daily intraperitoneal injections for seven consecutive days of cocaine (Sigma-Aldrich, St. Louis, MO, USA) at 20 mg/kg body weight ('repeated cocaine'). Mice were used 24 h after the final injection. For acute cocaine treatment, mice received only one injection of cocaine at 20 mg/kg body weight on day seven after six daily intraperitoneal saline injections. Control mice for all groups received daily saline injections for seven days. Bilateral 14-gauge NAc punches were taken from each animal 24 h after the last injection. All animal protocols were approved by the Institutional Animal Care and Use Committee of Mount Sinai.

### Locomotor activity assay

Mouse locomotor activity was tested as previously described [8]. In brief, mice were injected with saline or cocaine (20 mg/kg) at the same time each day and placed in standard rat cages located inside a Photobeam Activity System (San Diego Instruments, San Diego, CA, USA). On day 0, mice were habituated to the cage for 30 minutes and then given a saline injection. On days 1 to 7, mice were given injections of cocaine. Horizontal ambulation was measured for 30 minutes after all injections.

### RNA-seq

Brain samples were homogenized in Trizol and processed according to the manufacturer’s instructions. RNA was purified with RNeasy Micro columns and Bioanalyzer confirmed that the RNA integrity numbers were >8.0. Total RNA (4 μg) was used for mRNA library construction following instructions of Illumina mRNA sample prep kit (catalog number RS-100-0801). Please refer to Additional file 7 for details. The RNA-seq read alignment and differential analysis were done using TopHat [22] and Cufflinks [24] packages. For our initial analysis, cutoffs were set as FDR <10%, fold change >1.25, and RPKM >1 for treatment and control groups. For subsequent broader analyses, we used an FDR cutoff of only <10%.

### ChIP-seq

ChIP was performed as previously described [9,13]. Antibodies were all ChIP grade from Abcam, Cambridge, MA, USA. Around 10 nanograms of input DNA or pull-down DNA were used for sequencing library preparation following the instructions of Illumina’s ChIP-seq sample prep kit (catalog number IP-102-1001). Please refer to Additional file 7 for details. The ChIP-seq read alignment was done using Illumina’s CASAVA pipeline. Please refer to Additional file 7 for details on further filtering. Differential analysis was done by diffReps [32] with window size 200 bp and moving size 20 bp. A FDR <10% was used as the significance cutoff. Global visualization for the ChIP-seq data was accomplished with a program called ngs.plot [30] (Additional file 7). Basal level peak calling was carried out using MACS [75] with the three saline replicates pooled and DNA input samples used as background.

### Chromatin signatures

The reference gene database was analyzed to extract the genomic coordinates for the six types of exons and neighboring intronic regions. These genomic coordinates were then compared against the ChIP-seq alignment files to determine the fold changes that were further assembled into chromatin signatures for clustering (see Additional file 7 for more details).

### Nuclear protein isolation, co-immunoprecipitation, and western blotting

Nuclear protein isolation was done following a published protocol [76]. Please refer to Additional file 7 for details. Immunoprecipitation was performed following a standard protocol with H3K4me3 antibody from Millipore, Billerica, MA, USA. Either nuclear protein or immunoprecipitated proteins were used for western blotting as described previously [76]. Antibodies used in this experiment were A2BP1 (1:500; Abcam) and histone 3 (1:1,000; Abcam).

### Nanostring assay

High quality RNA (RNA integrity number >8) was selected based on bioanalyzer examination. Up to 1,000 ng of total RNA samples were submitted to NanoString for analysis with the Gene Expression Assay. The code set was designed by the company with unique sequences. Raw counts for each assay were collected and normalized with the NanoString data analysis software nSolver. Both positive control and reference housekeeping genes were utilized for normalization of read counts.

### *A2bp1* knockout mice, stereotaxic surgery, and conditional place preference

Adult (6 to 8 weeks old) *A2bp1*^*loxP/*loxP^ mice were purchased from Jackson (stock number 014089) [58]. AAV-Cre and AAV-GFP vectors were used, and stereotaxic intra-NAc injections were performed, as reported [77]. Viral injection sites were verified by confirming the GFP signal in NAc slices under the microscope. Viral knockdown of *A2bp1* was confirmed using quantitative PCR.

A standard, unbiased CPP procedure was utilized as described [77]. In brief, 3 to 4 weeks after viral injection, when AAV-mediated expression is maximal, animals were pretested for 20 minutes in a photo-beam monitored box with free access to environmentally distinct chambers. The mice were then arranged into control and experimental groups with balanced pretest scores. Then mice underwent four 30-minute training sessions (saline in the morning and cocaine in the afternoon) over two days. On the test day, mice had 20 minutes of unrestricted access to all chambers and a CPP score was assigned by subtracting the time spent in the cocaine-paired chamber from the time spent in the saline-paired chamber. Cocaine was injected intraperitoneally at 7.5 mg/kg.

### Data access

All the ChIP-seq and RNA-seq data have been deposited into the Gene Expression Omnibus with accession number GSE42811 with the exception of cocaine replicates 1 and 2 and saline replicates 1, 2, and 3 of the H3K9me3 ChIP-seq, which were previously deposited in the Gene Expression Omnibus, submission GSE24850.

## Abbreviations

AAV: adeno-associated virus; bp: base pair; ChIP: chromatin immunoprecipitation; CPP: conditioned place preference; GFP: green fluorescent protein; GO: gene ontology; NAc: nucleus accumbens; PCR: polymerase chain reaction; RNA polII: RNA polymerase II; TSS: transcriptional start site.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EJN, LS, and JF conceived and designed the experiments. LS provided analytic tools and analyzed the data. XL, IP, NS, JF, and EJN participated in ChIP-seq and RNA-seq data analysis. JF and MW generated the RNA-seq and ChIP-seq data. JF performed the nanostring, quantitative PCR, and quantitative ChIP experiments. DF, JF, and MC performed nuclear protein isolation, co-immunoprecipitation and western blotting. JF, VV, and JK carried out stereotaxic surgery and CPP experiments. QL contributed locomotor data. DF, VV, IM, PK, CD, BL, VS, and QL participated in generating various datasets. LS, JF, and EJN wrote the manuscript. All authors read and commented on the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Locomotor sensitization to repeated cocaine. Mice received daily cocaine (20 mg/kg) or saline injections for 7 days and were evaluated for locomotor activity on days 1, 3, and 7. A significant (two-way ANOVA) main effect of day (F2,36 = 4.47, *P* < 0.01) and drug (F1,36 = 36.37, *P* < 0.0001) and an interaction between day and drug (F2,36 = 7.38, *P* = 0.002) was observed (cocaine, N = 8; saline, N = 12). Bonferroni post hoc analysis reveals significant increases in locomotor activity after cocaine versus saline on days 1 and 3 (*P < 0.01) and significantly greater activity on day 7 versus day 1 (**P < 0.01). Data are presented as mean ± standard error of the mean. Click here for file

Additional file 2: Table S1 RNA-seq quality control metrics for acute and chronic data. Click here for file

Additional file 3: Table S2 Differential RNA-seq lists. Differential gene lists from repeated and acute cocaine RNA-seq experiments; differential splicing lists from repeated cocaine RNA-seq experiments. Cuffdiff was used to perform differential analysis for various transcriptomic events. Click here for file

Additional file 4: Figure S2 Sample splicing screenshots. Genome browser screenshots of alternative splicing examples from chronic cocaine RNA-seq experiments. The red and green tracks represent normalized RNA-seq coverage in cocaine and saline. The data scale is the same for both cocaine and saline. The schemes of an alternatively spliced transcript and a contrast transcript are shown at the bottom. The black boxes highlight the alternative regions that show different expression changes from the rest of the gene body. The asterisk indicates that the isoform is predicted to be significantly changed. FC, fold change. **(A)***Ttc23*: ENSMUST00000107470 (or TCONS_00070790), log2 FC = 3.7, q-value = 2E-4; ENSMUST00000126093 (or TCONS_00070785), log2 FC = 0.7, q-value = 0.7. **(B)***Sp100*: ENSMUST00000147552 (or TCONS_00001011), log2 FC = 2.8, q-value = 0.01; ENSMUST00000153574 (or TCONS_00001012), log2 FC = 1.3, q-value = 0.7. **(C)***Sept7*: ENSMUST00000115272 (or TCONS_00079740), log2 FC = -0.3, q-value = 0.007; ENSMUST00000060080 (or TCONS_00079741), log2 FC = 0.3, q-value = 1. Click here for file

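In the gene models the pair of Ttc23 transcripts lies on the plus strand of chromosome 7 of mm9 and shares 8 exons with the same ends. TCONS_00070790, with 11 exons, starts at 74800333, and TCONS_00070785, with 10 exons and no protein identifier, starts 7997 bp upstream at 74792336, in another TSS group. The exons found in TCONS_00070790 but not in the other are the first, from 74800333 to 74800455, and the second, from 74807213 to 74807412, and the last exons differ by 3 bp at the 3′ end. The Sp100 transcripts start at the same base, 87546589 on chromosome 1, and share 14 exons. TCONS_00001011 has exon 11 from 87588550 to 87588624 and ends with exon 16 from 87597980 to 87598147, while TCONS_00001012 has exon 11 from 87577661 to 87577714 and continues to a last exon from 87605568 to 87605773. In the paper's table TCONS_00001011 went from 0.0406 FPKM after saline to 0.292 after cocaine, a log2 ratio of 2.85, and another Sp100 transcript, TCONS_00001008, from 0.411 to 0.0241 FPKM. The Sept7 transcripts have 14 exons each and share 2321 of the 2323 bases of TCONS_00079741. They differ in exon 2, which has 5 bp in TCONS_00079740, from 25071787 to 25071791 on chromosome 9, and 2 bp in TCONS_00079741, from 25070612 to 25070613, by 71 bp at the 5′ end and by 1 bp at the 3′ end. Internal exons of 5 bp or less are rare, with 243 in 232 transcripts of the gene models.

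**Figure D3:**
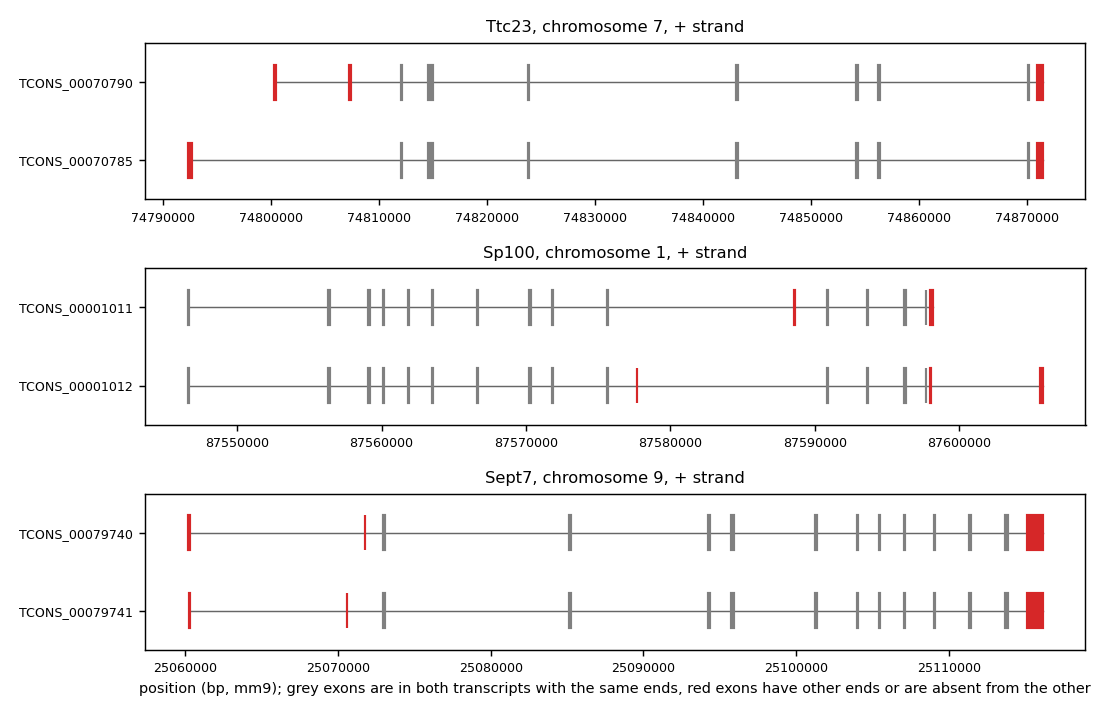
Exons of the transcript pairs of Ttc23, Sp100 and Sept7 in the gene models, by position in bp on mm9; grey boxes are exons with the same ends in both transcripts, red boxes exons with other ends or absent from the other transcript, and boxes have a minimum drawn width so that exons of a few bp can be seen. The Ttc23 pair differs at the 5′ end and by 3 bp in the last exon, the Sp100 pair at exon 11 and the 3′ end, and the Sept7 pair in 5 bp and 2 bp exons and slightly at both ends.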

Additional file 5: Figure S3 RNAseq nanostring validation. Nanostring validation of cocaine-induced changes in RNA expression in NAc. A separate cohort of animals was used to validate RNA-seq results. Normalized Nanostring read counts are shown on the y-axis. All genes display the same direction of change with significance as seen with RNA-seq. Error bars are mean ± standard error of the mean derived from 14 cocaine treated and 14 saline treated samples. *P < 0.05, **P < 0.01. Click here for file

Additional file 6: Table S3 GO term enrichment of genes that have altered splicing. The altered splicing group combines the genes that contain alternative promoter usage and/or alternative splicing. DAVID is used to perform GO analysis. Only three GO categories are used: biological process, cellular component, and molecular function. Click here for file

Additional file 7 Extended experimental procedures. Click here for file

Additional file 8: Table S4 ChIP-seq sample read statistics. #Uniq = number of uniquely aligned reads; #Rmdup = number of reads after removing duplicates (Additional file 7); #TotRead = total number of reads combining three replicates; #TotNuc = total number of nucleotides. Click here for file

Additional file 9: Figure S4 Global enrichment plots and numbers of differential events. Each panel includes five sub-figures for the enrichment, using data pooled from the three biological replicates, of an epigenomic mark at TSSs, gene bodies, transcriptional end sites, and cocaine up-regulated sites and down-regulated sites. Y-axes represent the normalized coverage (RPM) that is averaged across all genomic regions. **(A)** H3K4me1. **(B)** H3K4me3. **(C)** H3K9me2. **(D)** H3K9me3. **(E)** H3K27me3. **(F)** H3K36me3. **(G)** RNA pol II. **(H)** Number of differential events for the seven epigenomic marks. Click here for file

Additional file 10: Table S5 Differential sites for the seven epigenomic marks. diffReps is used to identify differential sites for each of the seven epigenomic marks. A FDR cutoff of <10% was used to choose the sites that are significant. Click here for file

Additional file 11: Figure S5 Distribution of basal peaks for the seven epigenomic marks. **(A)** H3K4me1. **(B)** H3K4me3. **(C)** H3K9me2. **(D)** H3K9me3. **(E)** H3K27me3. **(F)** H3K36me3. **(G)** RNA pol II. Click here for file

Additional file 12: Figure S6 Heatmap showing the enrichment of the top 30 and custom pathways among the seven marks. The darkness of each grid represents the statistical significance of enrichment. Click here for file

Additional file 13: Table S6 Enrichment analysis of ChIP-seq differential sites. After the differential sites are mapped to promoter or gene body, the genes that contain the differential sites are uploaded to IPA for enrichment analysis. The enriched canonical pathways or customized gene lists are extracted. Each value represents -log10(*P*-value) of enrichment. Co-occurrence score (Additional file 7) is used to rank the pathways in descending order. Click here for file

Additional file 14: Figure S7 Differential sites to exon center distance density plots (related to Figure 3). The distance between each differential site and the closest exon center was calculated. The exons were further classified into three categories: promoter, internal, and polyA. The density for the distance within a 10 kb window of the exon center of each type was calculated. Each panel represents an epigenomic mark. **(A)** H3K4me1. **(B)** H3K4me3. **(C)** H3K9me2. **(D)** H3K9me3. **(E)** H3K27me3. **(F)** H3K36me3. **(G)** RNA pol II. Click here for file

Additional file 15: Figure S8 Coverage plots for the seven marks at six different types of exons (see main text). The exons are further classified based on the RNA-seq RPKM of the corresponding transcript: 'High' (≥10), 'Medium' (≥1 and <10), and 'Low' (<1). **(A)** H3K4me1. **(B)** H3K4me3. **(C)** H3K9me2. **(D)** H3K9me3. **(E)** H3K27me3. **(F)** H3K36me3. **(G)** RNA pol II. Click here for file

Additional file 16: Figure S9 Construction of cocaine-induced chromatin signatures. All chromatin signatures are put into a signature matrix with each row being a transcript and each column being the log fold change of each mark at each genomic region. K-means clustering was performed on the signature matrix to group transcripts into signature clusters that share common chromatin modification patterns. The regions that show significant chromatin changes were extracted to perform motif analysis to identify potential splicing and transcription factors. Click here for file

Additional file 17: Table S7 Genome-wide association between chromatin modification and transcriptional change. Based on the chromatin modification at each genomic region, transcripts are separated into up-regulated, down- regulated, and non-significant (Additional file 7). The chromatin-up and -down transcripts are correlated with transcripts that show expression change using Fisher’s exact test. This generates four combinations ('s' = chromatin modification, 'e' = expression change): s.up.e.up; s.up.e.down; s.down.e.up; s.down.e.down. The *P*-values were adjusted using the BH [78] method and a FDR cutoff of <10% was used to select mark-region combinations. The analysis was first done with the enhancer regions included and then repeated with the enhancers removed. Click here for file

Additional file 18: Figure S11 Chromatin modification heatmap for 29 signature clusters. A merged heatmap for all 29 signature clusters with transcripts as rows and mark-region combinations as columns. The color key indicates log2 fold changes. Different clusters are labeled by different colors. Click here for file

Additional file 19: Table S8 Enriched functional terms and canonical pathways among the 29 signature clusters. IPA was used to find the enriched biological functions and canonical pathways among the signature clusters. The co-occurrence score was then used to rank the enriched terms in descending order. Click here for file

Additional file 20 **Motif intermediate results.** This zip file contains the textual outputs from motif analysis. The motifs found by MEME [42] were first combined using the Bayesian motif clustering [79] method and then matched with known motifs. Further explanations are provided in the enclosed README file. Click here for file

Additional file 21: Figure S10 Quantitative ChIP validation of cocaine-induced changes in H3K4me3 in NAc. A separate cohort of animals was used to validate ChIP-seq data. All genomic sites tested display the same direction of change with significance as seen with ChIP-seq. Error bars are mean ± standard error of the mean derived from 8 to 14 replicates per condition. *P < 0.05, **P < 0.01. Click here for file

Additional file 22: Table S9 A2BP1 and H3K4me3 overlapping genes that are also cocaine-regulated. Click here for file

Additional file 23: Table S10 A2BP1 H3K4me3 cocaine-regulated gene functional enrichment. Functional enrichment for the genes in Additional file 22. IPA was used to identify enriched biological functions for the genes listed in Additional file 22 restricted to the central nervous system. Click here for file

Additional file 24: Table S11 Inter-replicate variability of differential genes. Variability was measured by the coefficient of variance (CV), which equals the mean divided by the standard deviation. The mean and CV values for both cocaine and saline conditions are shown. Click here for file

Additional file 25: Table S12 Quality control of RNA-seq data. RPKM values are shown for the three saline samples from the acute experiment and from the chronic experiment. MSN-enriched genes: genes known from previous studies to be enriched in striatal (including NAc) medium spiny neurons. MSN-depleted genes: genes encoding related neurotransmitter and neuropeptide system products known from previous studies to be expressed at low levels in NAc. Choroid plexus-enriched genes: genes known from previous studies to be enriched in choroid plexus, although many of these genes are also known to be expressed in neurons. Click here for file

# Supplementary material for: Chronic cocaine-regulated epigenomic changes in mouse nucleus accumbens
**Source:** Genome Biol. 2014 Apr 22;15(4):R65. doi: 10.1186/gb-2014-15-4-r65
**Supplement:** Additional file 7 — Extended experimental procedures.

Extended Experimental Procedures:

RNA-seq library prep

In brief, the poly-A containing mRNA was purified using poly-T oligo-attached magnetic beads. The mRNA was then fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. This was followed by second strand cDNA synthesis using DNA Polymerase I and RNaseH. These cDNA fragments went through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. These products were gel purified and enriched with PCR to create the final cDNA libraries. The library constructs were run on the bioanalyzer to verify the size and concentration before sequencing on the Illumina HiSeq2000 machine at Mount Sinai’s Genomic Core facility.

ChIP-seq library prep

In brief, DNA fragment overhangs were converted into phosphorylated blunt ends, using T4 DNA polymerase, Klenow polymerase, and T4 polynucleotide kinase. An “A” base was then added to the DNA fragments to enable ligation to the adapters, which have a single “T” overhang. The constructed library was then run on a 2% agarose gel and size selected between 175-300 bp. Lastly, gel-extracted DNA was further enriched by PCR and run on a bioanalyzer to validate size distribution and concentration. All sequencing libraries were run on Illumina Hi-seq 2000 machines at Mount Sinai.

RNA-seq data analysis

The RNA-seq short reads were aligned against a reference gene database (Ensembl: Mus musculus, NCBIM37.62) using Tophat. The Cufflinks package was then used to perform differential analysis for various transcriptomic events with sequencing bias adjusted (--frag-bias-correct) and multiple alignment corrected (--multi-read-correct) to obtain a more accurate estimate of transcript abundance.

ChIP-seq data processing

The raw ChIP-seq data initially went through image analysis, base calling, quality filtering, and short read alignment using Illumina’s CASAVA pipeline. Only the uniquely aligned short reads were kept for further analysis. The numbers of uniquely aligned reads are listed in additional file 7. Next, we removed the potentially redundant short reads. The redundancy is caused by PCR amplification which represents an intrinsic limitation of second generation sequencing technology. To remove the PCR duplicates, we utilize the fact that, during the preparation of a ChIP-seq library, a sonicator breaks the whole genome almost uniformly so that most fragments come from unique positions (because a mammalian genome is ~2-3 billion bp long). Assuming a uniform breaking rate, we can use binomial distribution to determine the maximum allowed short reads at each position and strand, given the library and genome sizes with a significant p-value threshold (p=1E-5 used here). If the ChIP-seq library size is *L*, genome size is *G* and p-value cutoff is *p*, this can be done using the R function:

*qbinom(1-p, L/2, 0.5/G)*

The numbers of short reads after redundancy removal are listed in additional file 7. All the following analyses are based on these uniquely aligned and redundancy removed short reads.

ngs.plot: global visualization for NGS samples

Global visualization of a ChIP-seq sample is often useful to determine the enrichment of the protein of interest and to assess the data quality. We have therefore developed a program called ngs.plot (<https://code.google.com/p/ngsplot/>) to deal with this task as convenient as issuing a few command lines. Briefly, the alignment files are used to derive genomic coverage which is normalized to “aligned Reads Per Million mapped reads” (RPM) at single base resolution. A database is built into ngs.plot, which contains genomic coordinates of interesting biological features such as TSS, TES and genebody for a few model organisms. ngs.plot also allows input of customized genomic regions such as differential sites generated by diffReps. The coverage at those regions is then extracted and an average profile is calculated and plotted. For the regions of varied lengths, such as genebody, interpolation is used to fit the data points and then sampled at equal intervals. The three biological replicates are pooled to generate additional file 8.

Ranking functional terms by co-occurrence score

Functional enrichment analysis often generates a large number of enriched terms. When the analysis is repeated for multiple gene lists, such as the differential lists of the seven epigenomic marks, the list of enriched terms becomes too long to interpret clearly. In addition, many terms are often shared by multiple gene lists. The significance of a functional enrichment is expressed as a p-value. When –log10 function is applied to p-values, they can be added up to represent the overall enrichment of a functional term among multiple gene lists. The higher the sum, the more enriched the functional term is. We therefore define the co-occurrence score as the summation of –log10(p-value)’s for all gene lists under consideration. The co-occurrence score can then be used to rank functional terms in descending order. This co-occurrence score is applied to the enriched pathways among the ChIP-seq differential lists and the enriched functions and pathways among the 29 signature clusters in this study.

Enhancer definition by H3K4me1 peaks

Existence of enhancers is characterized in part by the enrichment of an H3K4me1 peak. Peak calling was done using HOMER [[1](#_ENREF_1)]. Because H3K4me1 is also involved in gene transcription or alternative splicing, we further removed any overlap with H3K4me3 peaks or exons and restricted the distance to any TSS to be >1kb to define an enhancer list. Finally, we defined 24,745 enhancers using the data merged from the two conditions. Based on the distance to TSS within 10kb, we found 8,827 protein coding transcripts to be within putative enhancers’ target zone. However, genome-wide association analysis [See additional file 17] did not report any correlation between chromatin modifications at the enhancers and the transcriptional change of their target transcripts. We further relaxed the distance cutoff to 1Mb and found 47,951 protein coding transcripts to be within putative enhancers’ target zone. However, still no correlation (data not shown) was found with the relaxed cutoff.

Defining and clustering chromatin signatures

Each exon is classified into six different types: “promoter”, “canonical”, “variant”, “alternative acceptor”, “alternative donor”, and “polyA”. “promoter” is the first exon at the 5’ end; “canonical” is the exon shared by other transcripts; “variant” is the exon skipped in other transcripts; “alternative acceptor” is the exon that contains the 5’ alternative boundary; “alternative donor” is the exon that contains the 3’ alternative boundary; and “polyA” is the last exon at the 3’ end. Each exon type represents a unique combination of exon-intron boundaries. Each exon is classified into the six categories by comparing its boundaries with exons in other transcripts of the same genes. This is achieved by exhaustively performing pairwise comparisons for all the transcripts within the same gene. For each transcript, all exons are sorted from 5’ to 3’ and defaulted to “canonical” except for the “promoter” and “polyA”. Each exon is then compared with exons in other transcripts and if an alternative boundary is found, it is classified as “altDonor” or “altAcceptor”; if it is overlapped with an intron, it is classified as “variant”. After classification, the genomic coordinates for all exons and neighboring intronic regions for all transcripts are output in BED [[2](#_ENREF_2)] format.

To accurately represent chromatin mark enrichment, ChIP-seq reads are shifted towards the center of the sequenced fragment based on the average fragment length of each library. Then the exon BED file is compared with the ChIP-seq alignment of the seven epigenomic marks and the number of intersections are counted using BEDTools [[3](#_ENREF_3)]. These count files are analyzed again by summing up the counts for the same exon type for each transcript. A cutoff of 30 is used to filter low count regions. The counts are first normalized to corresponding library sizes and then log2 fold changes are calculated between the two conditions. These log2 fold changes are formatted as chromatin signatures and all signatures are assembled into a data matrix. In this way, we can create a unified model to represent the epigenomic changes of all transcripts so that they can be used for clustering analysis. Although this model may cover the changes of an individual exon, it can also capture the overall changes of the exons that belong to the same type. After the groups of transcripts with similar chromatin patterns are found, each individual exon is further analyzed to see if it is consistent with the overall pattern before motif analysis.

In the signature matrix, each row represents a transcript and each column represents a mark-region combination. Genome-wide association is performed on each column to test its correlation with transcriptional change. This is done by first determining the transcripts that show significant chromatin modifications at a particular region. The mean and standard deviation (SD) for each column are calculated. A transcript is considered to be significantly regulated if its value is at least 1.5 SD deviated from the column mean. Therefore, two groups of transcripts that show increased and decreased chromatin binding are defined for each column. The enrichment of transcriptional change for the two groups is evaluated using Fisher’s exact test. This gives us four different combinations in the form of chromatin-expression pairs: up-up, up-down, down-up, down-down. A column is considered significant if any of the four combinations passes a cutoff of FDR<10%. We did not find significant correlation for the enhancer regions for all seven marks [See additional file 17]. The enhancer regions are removed altogether and the genome-wide association is repeated using the same cutoff. 43 columns are kept after this. Each transcript is also evaluated for chromatin modification and is filtered if none of the 43 columns contains a value that is 1.5 SD away from the column mean. This process reduces the number of transcripts to ~33,000.

K-means clustering is performed on the filtered signature matrix to identify co-expressed patterns using the "Hartigan-Wong" algorithm. The number of clusters is set to 300 and the process is restarted 10,000 times to approximate the best solution. Each time the program is allowed to iterate 1,000 times or the sum of squares converges (tolerance=1E-6), whichever comes first. The resulting clusters range from 21 to 766 transcripts in size. All signature clusters are then compared with the list of transcripts that shown increased or decreased expression. Fisher’s exact test is used to evaluate the statistical significance of the enrichment of transcriptional change using the genome as background. An FDR<25% is chosen as cutoff to define significant signature clusters, which corresponds to P<0.01 and <0.02 for increased and decreased transcription, respectively.

Motif analysis for signature clusters

Among the 29 signature clusters, each exon or intronic region is only used for motif analysis when its averaged log2 fold change is significantly deviated from zero (P<1E-10, one-group T-test) over the three biological replicates. The individual change also has to be consistent with the corresponding cluster’s change. Multiple exons or intronic regions may be identified for each signature cluster. The DNA sequences for each significant region are extracted and output in FASTA files. MEME is used to identify enriched motifs with its default significance cutoff and up to 20 motifs are output. The genic (exon + intronic 150bp) and upstream intergenic regions are treated slightly differently. For genic regions, motif length is set between 4 and 10bp, and only the forward strand is considered. For upstream intergenic regions, motif length is set between 6 and 20bp, and both forward and reverse complemented strands are considered. The motif length choice is motivated by the fact that splicing factor binding motif tends to be shorter and more degenerated.

The enriched motifs may be represented more than once among the signature clusters because a transcription/splicing factor can control multiple groups of transcripts. Bayesian motif clustering [[4](#_ENREF_4)] is performed to group the motifs that are similar with each other. This generates a list of uniquely represented motifs which are then compared with motif databases by TOMTOM [[5](#_ENREF_5)] to identify known protein regulators. The mouse UniPROBE (http://meme.nbcr.net/downloads/databases/) database is used to identify transcription factors. The UniPROBE and the RBPDB [[6](#_ENREF_6)] are used to identify splicing factors.

Nuclear protein isolation protocol

NAc punch dissections were homogenized using a Dounce homogenizer in 1 ml of homogenizing buffer (10 mM Tris-HCl buffer, pH 7.5, 0.32M sucrose, 1 mM EDTA, 1 mM EGTA, 5 mM DTT, and protease inhibitor), followed by centrifugation at 1000 ×g for 10 min. Pellets were resuspended in 1 ml of homogenizing buffer containing 0.5% Nonidet P-40, followed by centrifugation at 1000 × g for 10 min to obtain nuclear fractions. These nuclear fractions were resuspended for Western blot analysis.

Reference

1. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK: **Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities.** *Molecular Cell* 2010, **38:**576-589.

2. **BED Format (**[http://genome.ucsc.edu/FAQ/FAQformat - format1](http://genome.ucsc.edu/FAQ/FAQformat#format1)**)**

3. Quinlan AR, Hall IM: **BEDTools: a flexible suite of utilities for comparing genomic features.** *Bioinformatics* 2010, **26:**841-842.

4. Jensen ST, Liu JS: **Bayesian clustering of transcription factor binding motifs.** *Journal of the American Statistical Association* 2008, **103:**188-200.

5. Tanaka E, Bailey T, Grant CE, Noble WS, Keich U: **Improved similarity scores for comparing motifs.** *Bioinformatics* 2011, **27:**1603-1609.

6. Hughes TR, Cook KB, Kazan H, Zuberi K, Morris Q: **RBPDB: a database of RNA-binding specificities.** *Nucleic Acids Research* 2011, **39:**D301-D308.

How the deposited data were processed for this re-analysis (not part of the article)

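RNA-seq was made of pooled NAc from mice, with 3 pools in each of 4 conditions: repeated cocaine, its saline control, acute cocaine and its own saline control. The doses, injections and times are those of the paper, and all 12 samples were mapped to their conditions by their labels and the paper. The labels give 3 to 5 animals per pool where the paper gives 5.

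The file the authors deposited and that was analysed here is a set of gene models on mm9 (NCBIM37) with transcript, locus, TSS group and protein identifiers of the Cufflinks package; the 11985 single-exon transcripts carry no TSS group. The submitters' processing notes name CASAVA, TopHat, Cufflinks and Cuffdiff, and their versions are not given in the sources used here. The deposited models carry no counts, RPKM or FPKM values, so depth per pool, normalization and filtering could not be examined from the file. The file has no columns of values per sample. Expression values were read from the paper's supplementary tables: mean RPKM and CV per group for genes, FPKM values and q-values of transcripts and coding sequences from Cuffdiff, and Gene Ontology terms. The table of means is captioned as another supplementary file (overlap with A2BP1 genes) and holds what the paper describes for its table of variability between replicates. That description defines the CV as mean over SD, but 259 of the 294 listed CVs lie below 0.577, the smallest mean over SD that 3 values of 0 or more can give, and the largest is 1.73, the largest SD over mean they can give, so the CVs were read as SD over mean. The Cuffdiff table is captioned as quality control metrics; each was used for what its columns hold. Of the Cuffdiff tables, all 443 coding sequences, the first 1999 of the 4129 transcripts and the first 411 of 1882 promoter groups were read here, the 1762 splicing groups were not analysed here, and no overlap or enrichment test was run on them.

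Coding transcripts were those with a protein identifier. Transcripts, TSS groups and loci were counted, the 6 exon types were assigned by comparing transcripts of a locus in pairs, and intronic flanks of 150 bp were taken inside each intron. The paper's numbers of events were set against these counts; they are not all members of each group counted, and a 95% Wilson interval is given only for splicing events among all TSS groups. For Ttr and the listed markers, the values that 3 pools of the listed mean and CV can have were bounded. From the means and CVs, SD (CV times mean), ratio of means, log2 ratio and its standard error were computed, with the paper's cutoffs of a ratio above 1.25 and a mean above 1 RPKM. Terms of the Gene Ontology table were tested with one-sided Fisher's exact tests from the table's counts. For the closing section, the motif that the paper assigned to A2BP1 was scanned over exons and flanks of the mm9 genome at a match p of 0.0001 with a pseudocount of 0.1, and start codons were taken from GENCODE M1 of the same build. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The steps were tested on simulated data, with 13 of 13 tests passed.

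Genes named in the text were fixed before the gene models were examined but after the paper's tables had been read: genes the paper names for these data, genes in both tables, marker genes found in a table, and in each table the 10 genes with the largest log2 ratio among those with both means above 1 RPKM and a difference of means beyond the larger SD. Genes described outside this rule (Ttc16, D930014E17Rik, Rangrf, Gstm3, Mpp4, mt-Nd4, mt-Nd5, App and Kif5a) were chosen after their values were seen. The marker lists were cortical excitatory neuron, choroid plexus, red blood cell, medium spiny neuron, pituitary, immediate early genes, NF-kB family and RBFOX family. Alternatives set before the data were examined changed which transcripts count as coding, what a gene or a TSS group is, and the denominators. They also changed the region identity, the filters and cutoffs and the test of the terms. The CV threshold among these cutoffs was chosen after the paper's tables had been read. Other alternatives were added later and are named as such. Left out were exact and permutation tests between groups, leaving out single pools (apart from these bounds) and fits with the replicate number as a block, since no values per pool were analysed here, tests from means and SDs, which rest on a normal distribution that 3 pools cannot check, and ChIP-seq, Nanostring and protein data, whose samples are not among those analysed here; of ChIP-seq, only the paper's table of read numbers was used, in the closing section.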

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

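Alternatives that count coding transcripts by the protein_coding biotype or count 1 intronic region per interval were chosen after seeing the data. So were those that combine choices for exonic or intronic regions, change the motif scan or leave out a pool for Ttr or 1500015O10Rik. The others were set before, but either CV above 1 uses a threshold chosen after the paper's tables had been read. Of 48 alternatives, 26 left a value unchanged or a count within 1.5 times; these were all alternatives for exonic and intronic regions, the genes passing both cutoffs, the shared genes, the motif matches and the genes with a match, and some of those for higher means, large variability in the repeated cocaine table and terms at an adjusted p under 0.05, and for transcripts per gene the limit to exact matches, which removes no transcript and so says nothing. The mean of 2.28 coding transcripts per locus moved to 2.48 with all transcripts, 2.25 when grouped by gene name and 3.30 with the protein_coding biotype. The 50449 TSS groups became 80660 when counted as distinct 5′ ends, which takes in single-exon transcripts, and 32157 when limited to groups with a coding transcript. The paper's events were set against each group as counted, whether or not all lie in it. With the denominator limited to groups with a coding transcript, splicing events came to 5.41% and promoter events to 5.51%; with the biotype they were 3.90% and 3.97%. Splicing events were 13.4% of TSS groups with 2 or more transcripts, and promoter events came to 17.3% of genes with 2 or more TSS groups. The number of differential transcripts came to 8.15% of coding transcripts, 4.71% of all transcripts, 10.5% of coding transcripts of genes with 2 or more and 5.74% of transcripts with the biotype; only all transcripts hold every one of them, since of the listed transcripts read here 20.2% carry no protein identifier, 51 belong to genes with 1 transcript and 15 lack the biotype. The ratio of shares of start codons at motif matches moved from 3.44 to 4.43 with all transcripts. The shares move by construction, with the size of the denominator. With a ratio of means above 1.25 required, 31 genes had higher means after repeated cocaine in place of 59, and 12 after acute cocaine in place of 34, by construction a smaller set. With either CV above 1, the acute table had 5 genes of large variability in place of 3. Fisher's exact test adjusted over the listed terms passed all 592 terms in place of 110; the table holds only terms with an unadjusted p under 0.10, so this alternative cannot separate them.

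No paired analysis was possible because no values per pool were analysed here; for the same reason the alternatives that leave out each replicate in turn gave no value, apart from bounds from the means and CVs. Without the largest saline pool the log2 ratios after repeated cocaine turn from -1.14 to 3.34 for Ttr and from -0.75 to 0.68 for 1500015O10Rik. Without the largest cocaine pool that of Ttr after acute cocaine turns from 1.85 to -1.25. Each is the bound nearest to 0. The values 3.34 and 0.68 keep the largest cocaine pool, without which the cocaine means of these genes are lower. The permutation test of cortical markers against the other genes of the table, with its alternatives, was not run. The reason was that the table as analysed here holds 1 gene fewer than the paper gives. The comparison of the markers' saline CVs under the other observations uses the same table, carries this limit and gives no p-value. The test of H3K4me1 sites near exons, with its alternatives, was not run either. The list as analysed here holds 794 sites, fewer than the order of magnitude that the paper's text gives for the various marks. The paper's text gives no number for this mark, and its supplementary figure of numbers per mark was not analysed here. Whether the list is complete was therefore not settled. What depth limits could not be judged from gene models; of the transcripts listed by the paper, 56.5% were under 1 FPKM in both groups.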

Differences from the paper's values

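Coding transcripts numbered 50689 by protein identifier, against the paper's 77,000. With all transcripts, set before the data were examined, the number was 87740, within 1.5 times of the paper's; 71896 transcripts with the protein_coding biotype, a setting chosen after seeing the values, are also within 1.5 times. The paper's number of differential transcripts came to 8.15% of the number of coding transcripts, against the paper's 5%; 20.2% of the listed transcripts read here carry no protein identifier, so not all are among those counted as coding and 8.15% is above their share. Over all transcripts the share was 4.71%, within 1.5 times. Over coding transcripts of genes with 2 or more coding transcripts it was 10.5%, which is not within 1.5 times. Over transcripts with the biotype, chosen after seeing the values, it was 5.74%, which is.

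In the table of means 34 genes after repeated cocaine and 12 after acute cocaine had a ratio of means above 1.25 in either direction and both means above 1 RPKM, against the paper's 92 and 55 at these cutoffs and a false discovery rate that could not be recomputed. The means used here are other values than those of Cuffdiff (Slc17a7 has a saline mean of 22.7 RPKM and a Cuffdiff value of 35.7 FPKM), and which values the paper's cutoffs were applied to was not settled here, so the counts are not on a common basis. None of the alternatives set before comes within 1.5 times: with 1 mean above 1 RPKM there were 42 and 15 genes, and with 1 RPKM added to each mean 23 and 10. After acute cocaine 22 genes had a lower mean, against the paper's 13; with both means above 1 RPKM there were 15 and with a ratio above 1.25 there were 10, both within 1.5 times.

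The motif assigned to A2BP1 had 21622 matches in exons and flanks of coding transcripts, against the paper's 37,993, at the paper's match threshold; regions upstream of start sites, which the paper's signatures take in, were not scanned, and no alternative was set before for this number. Of settings chosen after seeing the values, 25472 matches when counted in every region and 31790 with all transcripts counted in every region were within 1.5 times, and 25190 with all transcripts and 19792 with equal base frequencies were not. Among values that did not differ by 1.5 times, genes with a match to the motif numbered 11638 in the same scan, against the paper's 11,874, and the paper's 335,779 exonic regions were reached exactly with all transcripts and 1 region per interval, 2 choices that were set singly before and combined after seeing the values; no setting reached the paper's 441,648 intronic regions, the nearest being 443238 with the protein_coding biotype, chosen after seeing the values. Transcripts per gene were 2.28 against the paper's 3.4; only grouping by gene name, at 2.25, fell beyond 1.5 times, and 3.30 with the biotype, chosen after seeing the values, was nearest.

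The paper states that 2 of the shared genes went in opposite directions. The means of Ttr and Gsto2 do so, but the acute log2 ratio of Gsto2 was -0.01 with a standard error of 0.42, its listed Cuffdiff transcripts were lower after repeated cocaine where its mean was higher, and both ratios of Ttr lie within 2 standard errors and rest on 1 pool each.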

Other observations

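The tests of the cortical markers and of the Cuffdiff errors were chosen after the results had been seen, and 3 of these 4 were changed once more after a first version had been computed; those of the motif were set before its matches were counted. For the predicted A2BP1 targets in Fig. 2E, the paper states higher expression of Rps6kb2 and Zfp26 and lower expression of Dvl1 and Ece2. That figure shows Nanostring values of independent tissue samples. In the table of repeated cocaine Zfp26 had means within their spread. They were 14.1 ± 0.833 RPKM after cocaine and 13.7 ± 1.44 after saline (SD, n = 3 pools each, from the paper's means and CVs). These are means over a gene with 6 transcripts in the gene models, so they do not test the Nanostring result. For Rps6kb2, a kinase of ribosomal protein S6, 3 transcripts had higher and 1 had lower listed values after cocaine, and TCONS_00036618 went from 0.383 to 1.04 FPKM. Ece2, a peptidase, had TCONS_00027938 listed at 0.537 FPKM after saline and 0.258 after cocaine. A match to the motif that the paper assigned to A2BP1 lies on an annotated start codon in Dvl1 (chromosome 4, 155221841 to 155221850), Ece2 (chromosome 16, 20630079 to 20630088) and Rps6kb2 (chromosome 19, 4163239 to 4163248), and none of the matches in Zfp26 does. None of the listed pituitary or NF-kB genes was in the repeated cocaine table.

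Genes of high level were called on small differences in the paper's Cuffdiff values. The mitochondrial coding sequence mt-Nd4 was 0.989% higher after repeated cocaine (the paper's q = 0.0014) and mt-Nd5 1.47% higher, and App, the amyloid precursor, fell by 2.27%. Kif5a, a kinesin of axonal transport, was 7.53% higher. In the part of the tables analysed here, all 7 transcripts and all 5 coding sequences with a mean over 100 FPKM differed by less than 1.25-fold. In the paper's read statistics for ChIP-seq, the reads left for H3K4me3 after removal of duplicates numbered 1987586 to 3310190 in the 3 cocaine replicates and 5594161 to 7759890 in the 3 saline replicates, while the share of reads kept overlapped, at 29.2% to 69.4% and 49.7% to 75.6%. This mark was picked after the values were seen, as the only mark of 7 whose replicate numbers lie fully apart; by chance this happens to 10% of marks with 3 against 3 replicates.

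The 15 cortical markers in the repeated cocaine table, all picked by the study from these libraries and 12 of them with a saline mean above 1 RPKM, had higher means after cocaine. In the first version of the test their median saline CV was set against all other genes, at 3.23 times; against the other genes with a ratio of means above 1.25 in either direction, added after that value was seen, it was 1.43 times. Without the 6 of these that are in a marker list (haemoglobin and choroid plexus genes) it was 2.13 times, and against genes in the markers' range of saline means 4.32 times, so a share of cortical tissue that varied between pools may account for the markers, but the answer depends on the genes compared and stays open. For a cocaine effect larger than the spread between pools, 0 of the 15 markers differed by over 2 standard errors, which the first version counted against it, but the upper bounds of their log2 ratios (2 standard errors), at 1.00 to 2.06, were then computed and leave room for one. The markers were listed after the table had been read.

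Calls of differential expression were made for differences that are small beside the spread between pools. For 19 called genes with a single annotated transcript, the error implied by the paper's test statistic was a median of 0.266 times the standard error from the CVs (range 0.0696 to 1.54), and 0.412 for the 6 of them that are in no marker list; 13 are cortical, choroid plexus or haemoglobin markers with large CVs. This ratio is, within 15% for 18 of the genes, the difference in standard errors over the test statistic, so it restates that called genes differed little beside the spread, and whether the error of the test leaves out most of the spread between pools stays open. Reads moved between overlapping transcript models cannot be the whole cause for these genes, which have no other transcript of their own. Of the 19, 18 differed by under 2 standard errors (5 of the 6 in no list, and 15 of the 16 whose span no model of another gene overlaps). Called genes with small ratios are hardly covered. Of the 42 with a ratio of means at or below 1.25, 1 has a single transcript, against 19 of the 49 above 1.25. For called genes with more transcripts, moved reads stay open as a cause. The first version of the test of moved reads was the share of genes whose listed transcripts went in both directions. It gave 70.7% where independent directions would give 63.6%, and true switches between transcripts stay open as untested.

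The motif that the paper assigned to A2BP1 has the consensus GCCATGGAGA. In promoter exons of coding transcripts, 1220 of 3075 ATGs in its matches (39.7%) were annotated start codons, against 17344 of 150348 other ATGs (11.5%), a ratio of 3.44, and 4.43 with all transcripts, a setting added later. The motif's 3322 matches in promoter exons were above the 574 to 3005 of 20 random orders of its columns. For those orders this argues against base composition alone. The motif was itself found in promoter exons, so the comparison is not independent of how it was found. ATGs within TGCATG, the sequence that RBFOX proteins are known to bind in RNA, were start codons in 3.77% of 2414 cases. TGCATG and the consensus differ in the bases before the ATG, so this lower share cannot tell whether A2BP1 acts at these exons. The paper's own listed match of the motif to A2BP1 has q = 0.78. A candidate explanation is that the motif marks translation start sites, while an action of A2BP1 at these sites was not tested here. The paper's other evidence on A2BP1 comes from other assays, which were not examined here. The paper reports A2BP1 in the H3K4me3 pulldown and more A2BP1 in nuclear lysates after cocaine. It also reports that the cocaine changes of Dvl1, Ece2, Rps6kb2 and Zfp26 were lost or reversed after A2bp1 knockdown.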
